# Multiomic analysis of the Arabian camel (*Camelus dromedarius*) kidney reveals a role for cholesterol in water conservation

**DOI:** 10.1038/s42003-021-02327-3

**Published:** 2021-06-23

**Authors:** Fernando Alvira-Iraizoz, Benjamin T. Gillard, Panjiao Lin, Alex Paterson, Audrys G. Pauža, Mahmoud A. Ali, Ammar H. Alabsi, Pamela A. Burger, Naserddine Hamadi, Abdu Adem, David Murphy, Michael P. Greenwood

**Keywords:** Gene expression, RNA sequencing, Transcriptomics, Nephrons, Animal physiology

## Abstract

The Arabian camel (*Camelus dromedarius*) is the most important livestock animal in arid and semi-arid regions and provides basic necessities to millions of people. In the current context of climate change, there is renewed interest in the mechanisms that enable camelids to survive in arid conditions. Recent investigations described genomic signatures revealing evolutionary adaptations to desert environments. We now present a comprehensive catalogue of the transcriptomes and proteomes of the dromedary kidney and describe how gene expression is modulated as a consequence of chronic dehydration and acute rehydration. Our analyses suggested an enrichment of the cholesterol biosynthetic process and an overrepresentation of categories related to ion transport. Thus, we further validated differentially expressed genes with known roles in water conservation which are affected by changes in cholesterol levels. Our datasets suggest that suppression of cholesterol biosynthesis may facilitate water retention in the kidney by indirectly facilitating the AQP2-mediated water reabsorption.

## Abstract (web summary)

Fernando Alvira-Iraizoz and Benjamin T. Gillard et al. comprehensively catalogue the kidney transcriptome and proteome of dromedary camels in response to chronic dehydration stress and subsequent acute rehydration. Their results suggest that the suppression of the cholesterol biosynthesis may facilitate water retention in the dromedary camel kidney, providing further insight into how these animals survive in arid conditions.

## Introduction

The one-humped Arabian camel (*Camelus dromedarius*) is the most important livestock animal in the arid and semi-arid regions of North and East Africa, the Arabian Peninsula and Iran, and continues to provide basic needs to millions of people^1,2^. Thought to have been domesticated 3000–6000 years ago in the Arabian Peninsula^1,3–6^, the camel has been used as a beast of burden, for riding and sport, and to produce milk, meat and shelter, and they are still used today for the same purposes^3,7–10^. Indicative of its reliability in harsh environments is the existence of several breeds that have been favoured in different regions according to their intended roles, for instance; for milk, meat or wool production, or as racing animals^6,11–16^.

Amongst Camelidae, llamas (genus Lama) and alpacas (genus Vicugna) are adapted to the high-altitude steppes of South America while dromedaries and Bactrian camels (*Camelus bactrianus*) occupy desert environments of the Old World^6,17^. Extensive evidence shows the impressive set of adaptations that allows the dromedary to thrive in such environments^1,3,18–20^, despite sometimes needing to survive for weeks without access to water. Altogether, these behavioural and physiological adaptations ensure that water is never wasted. Dromedaries solely eat the leaves of plants^21^, avoid exposure to direct sunlight when possible^8,22^, restrict reproduction to the cooler winter season^3,23^, and drink very large amounts of water when available to compensate for pre-existing fluid deficiency^3,8,24–27^. Further, drinking water is slowly absorbed to avoid osmotic shock^28^. A relatively low haematocrit, the shape of the erythrocytes^3^ and a modified haemoglobin are also advantageous in withstanding dehydration^1^. An intricate nasal passage allows the dromedary to recover water during expiration, thus limiting water loss^29,30^. More importantly, water evaporates from the nasal surfaces to moisturise dry air at inspiration, thus, heat dissipates from the venous blood by evaporative heat loss and it cools as it passes along the evaporative surfaces of the nasal passage. It is then forced through the cavernous sinus. The thin walls that separate arterial from venous blood in the sinus allow for an efficient heat exchange, which decreases the temperature of the arterial blood supplying the brain^19^. This mechanism results in a brain temperature considerably lower than that of the body core. From a metabolic point of view, dromedaries exhibit an overwhelming capacity to build up fat reserves during favourable periods and mobilize them when food is scarce^21,31^. In addition, body temperature may fluctuate (heterothermia)^8,32–34^ up to 7 °C between day and night in dehydrated animals^26^ which saves about 5 litres of water per day that would otherwise be lost in sweat^1^. The excess heat is dissipated during the cooler night.

In terms of the animal’s ability to conserve water, it is the kidney that is a key player through the production of highly concentrated urine^20,35,36^. As explained by Fenton and Knepper^37^ in a mouse model, “the concentrating process can, oversimplifying, be divided into two elements”: (1) an active transport of solutes from the Loop of Henle into the medullary interstitium to create an osmotic gradient and (2) water reabsorption from the collecting ducts and the thin descending limbs (tDL) of the Loop of Henle mediated by the brain hormone arginine vasopressin (AVP). In the outer medulla, the watertight thick ascending limb (TAL) of the Loop of Henle actively pumps NaCl into the interstitium creating an osmotic gradient. A similar gradient is found in the inner medulla, although urea excreted from the collecting ducts, and not NaCl, is thought to be responsible for the osmotic gradient in this segment^38^. In fact, it has been shown in rats producing maximally concentrated urine that the highest osmotic gradient is generated in the inner medulla which has an osmolality around nine times that of the cortex^39^. Subsequently, the water-permeable tDL and the collecting duct allow water to flow through the membrane to restore osmotic equilibrium. This process is repeated as the filtrate passes through the tubular lumen creating the countercurrent multiplication effect, which results in highly concentrated urine and effective water conservation^37,40–42^.

In order to produce highly concentrated urine, the kidney must possess certain anatomical features, which vary according to the aridity of the habitat^43^. The relative medullary thickness and the medulla/cortex ratio of the one-humped Arabian camel, both indices of the length of the Loop of Henle and the vasa recta^43^ and predictors of maximum concentrating ability^44,45^, have been reported to be 7.89^46^ and ~4/1^1,20,36^. In humans, these values are 3.0^47^ and ~2.7/1^48^, respectively. This large medullary interface is lined by simple, low cuboidal epithelium which enhances the recycling of urea and water. Moreover, this inner medullary arrangement consists of vasa recta, tDL and TAL of Loop of Henle and collecting ducts, all essential for water conservation and urine concentration^43,49,50^. It is in the medulla where the most important steps towards producing highly concentrated urine take place.

In the current context of advancing desertification and climate change, there is renewed interest in the physiology of camels, particularly, the adaptive mechanisms that enable their survival in arid conditions. Moreover, state-of-the-art molecular biology techniques allow to investigate the genetic basis of these remarkable physiological adaptations. Here we present a comprehensive catalogue of the transcriptomes and proteomes of the dromedary kidney cortex and medulla. We further describe how gene expression profiles are modulated as a consequence of chronic dehydration and subsequent acute rehydration. Our data are strongly suggestive of a hypothesis that implicates the regulation of the level of cholesterol as playing a key role in the ability of the dromedary kidney to produce highly concentrated urine during water deprivation.

## Results

### Analysis of differential gene expression

After an experimental period of 23 days (Fig. 1a) we analysed the transcriptomes and proteomes of the one-humped Arabian camel kidney cortex and medulla (Supplementary Data 1). Illumina Sequencing produced ~30 million reads per sample. 

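Poly(A)-selected RNA from the kidney cortex and the kidney medulla of 15 male dromedaries was sequenced, which gave 30 libraries in 6 groups of 5. The control camels had free access to water, the dehydrated camels were deprived of water for 20 days, and the rehydrated camels were deprived for 20 days and then had free access to water for 3 days. The authors trimmed the reads with BBDuk, aligned them to the CamDro2 assembly and counted them per gene with featureCounts (version 1.6.2), strand-specifically and by read pair. The paper names STAR as the aligner, and the alignments listed in the count table carry the name Rsubread, so the aligner behind the counts is not settled. The deposited values are counts of read pairs for 22444 genes, without normalization. The paper gives its depth in reads per sample, and the values used here are the pairs counted on genes. In the cortex these came to 12634346 to 15443065 (median 14580597) per library in control camels, 13458448 to 19785428 (median 15417836) in dehydrated camels and 14143791 to 17593990 (median 15811569) in rehydrated camels. In the medulla they came to 16799212 to 20005136 (median 18325743) in control, 18368593 to 19780774 (median 19447561) in dehydrated and 15780491 to 19956060 (median 18799855) in rehydrated camels. At least 1 pair was counted on 19578 genes, and 15376 genes passed edgeR's filter on low counts and were tested. These held at least 99.9% of the counts of each library. Counts were normalized by edgeR's TMM method, all 30 libraries entered a single fit with the 6 groups of tissue and condition, and genes with an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) are called DEGs. The fitted biological coefficient of variation was 34.0%, so differences between animals, rather than counting error, set the precision for all but the least expressed genes. Levels are given in CPM, and symbols were paired with 3836 gene identifiers.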

We used DESeq2 for differential expression analysis with a significance threshold of 0.05 (Benjamini–Hochberg adjusted). According to our RNAseq data, the expression profiles of the cortex and the medulla were well-differentiated with respect to each other (Fig. 1b). However, grouping by condition was not as clear. 

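Tissue accounted for 55.8% of the summed squared distance between the 30 libraries in log2 CPM, a share that no permutation of the tissue labels reached (permutation test, p = 1.0e-05, the smallest that 100000 permutations can give). The setting that moved this share most was the restriction to the most variable genes, with 74.0%. Without each library in turn the share stayed between 54.6% and 57.3%. The first principal component held 61.6% of the variance and placed every cortex library on 1 side of every medulla library, and the second held 7.96%. In control camels 9357 of the tested genes differed between medulla and cortex, 4955 of them higher in the medulla and 4402 higher in the cortex. The values of the 5 cortex and 5 medulla libraries did not overlap for 6502 of these genes, where chance gives no overlap for 0.794% of genes. In dehydrated camels 10049 genes differed between the tissues, and in rehydrated camels 9402. Both tissues came from the same animals, and with the animal of the sample labels as a block 9308 genes differed in control camels.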

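Within the 15 cortex libraries, the 3 conditions accounted for 17.3% of the summed squared distance over all tested genes (permutation test with 100000 permutations, p = 0.179). Within the 15 medulla libraries they accounted for 21.0% (permutation test, p = 0.0495). The medulla value lay at the threshold: with DESeq2's size factors (RLE) in place of TMM it was 20.8% (permutation test, p = 0.0550), and over all alternatives the p-value ranged from 0.0428 to 0.0583. Without each medulla library in turn, the permutation p-value ranged from 0.0126 without medulla rehydration replicate 3 to 0.123 without medulla rehydration replicate 1, and it exceeded 0.05 in 11 of the 15 fits. In the cortex, the corresponding range was 0.0896 to 0.275.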

Medulla samples clustered closely together. 

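The medulla libraries lay 58.2 ± 10.8 (SD, n = 15) from the mean of their own condition, as a Euclidean distance in log2 CPM over the tested genes. For the cortex libraries this distance was 71.3 ± 20.0 (SD, n = 15), larger than in the medulla (permutation test, two-sided, p = 0.0290). Between pairs of conditions in the medulla, the share of the distance was 17.1% for dehydration against control (exact permutation test over 252 arrangements, p = 0.0952). It was 14.7% for rehydration against control (exact permutation test, p = 0.175) and 17.9% for rehydration against dehydration (exact permutation test, p = 0.0794).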

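When the 5 cortex libraries of dehydrated camels were set against the other 10 cortex libraries, the grouping accounted for 9.80% of the summed squared distance (exact permutation test over 3003 arrangements, p = 0.134). Set apart in the same way, the control libraries accounted for 8.64% (exact permutation test, p = 0.203) and the rehydrated libraries for 7.48% (exact permutation test, p = 0.315). In the medulla, the dehydrated libraries accounted for 11.7% against the other 10 (exact permutation test, p = 0.0653). Between pairs of conditions in the cortex, the share was largest for dehydration against control, at 17.1% (exact permutation test, p = 0.0794). For rehydration against dehydration it was 14.5% (exact permutation test, p = 0.143), and for rehydration against control 10.0% (exact permutation test, p = 0.444). On the third principal component within the cortex, looked at after the values were seen and not tested, the dehydrated libraries lay from -34.0 to -23.3 and the other 10 from -20.3 to 52.5.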

We got similar results for the cortex, except for samples from dehydrated animals which were well-differentiated (Fig. 1b). 

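Before multiple testing was taken into account, 2258, 1273 and 2323 of the 15376 tested genes had a p-value under 0.05 in the cortex for dehydration against control, rehydration against control and rehydration against dehydration. In the medulla, 2066, 2264 and 3076 genes did so in the same comparisons. At an adjusted p-value under 0.01 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 114, 4 and 84 genes remained in the cortex and 91, 9 and 100 in the medulla. In counts simulated with the spread of these libraries and with 200 genes changed between 2 groups of 5, the test called 112 of the changed genes (56%) and 4 unchanged genes (3.45% of its calls). With DESeq2, the authors' tool, at its default filter, 134 of the changed genes (67%) and 15 unchanged genes (10.1% of its calls) were called in the same simulated counts. These values come from a single simulated set, drawn with edgeR's dispersion estimates, so they give no general error rate for either method.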

Despite the full set of expressed genes not clustering the samples by condition, we were able to catalogue a large number of genes with significant (*p*_adj_ < 0.05) differential expression between control, dehydrated and rehydrated animals. Moreover, heatmaps of differentially expressed genes (DEGs) showed that this subset of genes tightly clustered by condition in both cortex and medulla (Fig. 1c, d).

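Among the cortex DEGs, the values of the 5 libraries of each condition did not overlap for 293 genes between dehydration and control, 10 genes between rehydration and control and 246 genes between rehydration and dehydration. In the medulla, the values did not overlap for 173, 72 and 334 DEGs in the same comparisons. Chance alone gives no overlap for 0.794% of genes with 5 libraries against 5, but DEGs are selected on the same libraries that a heatmap then displays, so their separation by condition follows in part from the selection. The median absolute log2 fold change of the DEGs was 1.06, 2.12 and 0.88 in the cortex and 1.09, 1.12 and 0.97 in the medulla.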

**Fig. 1:**
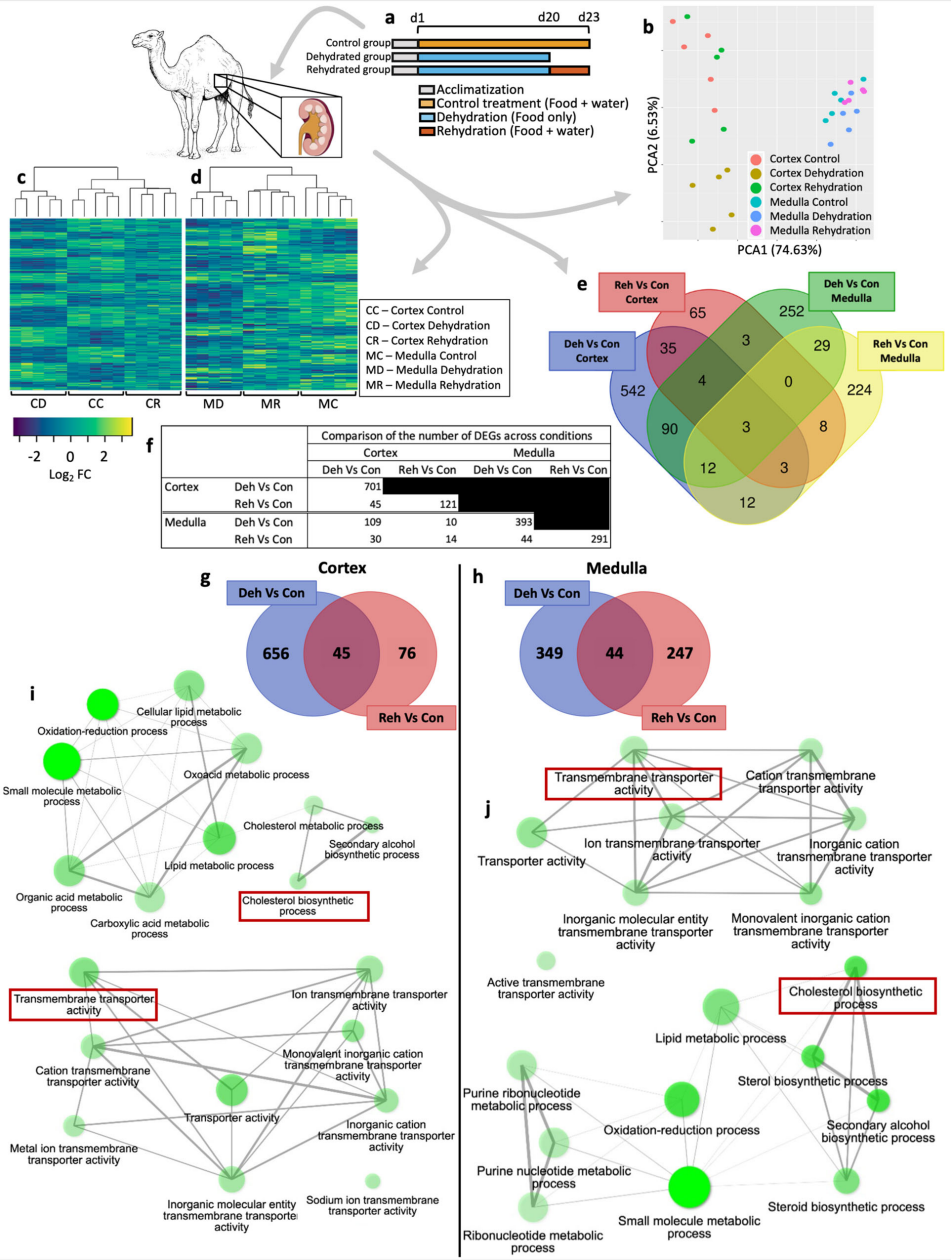
Experimental design and analysis of the transcriptomes of the one-humped Arabian camel kidney during severe dehydration and acute rehydration. **a** Experimental protocol for each experimental group. **b** PCA plot displaying the clustering of the samples based on their expression profiles where all expressed genes are included. **c**, **d** Heatmaps including all differentially expressed genes (DEGs) identified in the cortex (**c**) and medulla (**d**) across conditions show clear clustering of differentially expressed genes by condition. **e** Venn plot displaying the overlap of differentially expressed genes identified in dehydration and rehydration compared to control in cortex and medulla. **f** Absolute number of DEGs displayed in panels (**e**), (**g**) and (**h**). **g**, **h** Venn plots showing the distribution of DEGs during dehydration and rehydration compared to controls in the kidney cortex (**g**) and medulla (**h**) of the camel. Number of genes differentially expressed solely in dehydration compared to control (blue), in rehydration compared to control (light red) and those differentially co-regulated in both conditions (dark red) are shown. (**i**), **j** Gene Ontology (GO) networks displaying a subset of the most significantly enriched (*p* < 0.05) biological processes and molecular functions in the kidney cortex (**i**) and medulla (**j**) during dehydration. Two nodes are connected if they share 20% or more genes and thicker edges represent more overlapped genes, darker nodes are more significantly enriched gene sets and bigger nodes represent larger gene sets.

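Genes that passed the threshold for dehydration or rehydration against control in the cortex and in neither of these comparisons in the medulla numbered 330, and those that passed in the medulla alone numbered 312. With DESeq2 these counts were 648 and 489, and at an adjusted p-value under 0.01 (edgeR) they were 95 and 76. The cortex count was 190 without cortex control replicate 4, 214 without cortex dehydration replicate 1, 210 without cortex dehydration replicate 2, 167 without cortex dehydration replicate 3 and 195 without cortex dehydration replicate 5. The medulla count was 115 without medulla control replicate 1, 101 without medulla control replicate 3, 147 without medulla control replicate 5, 203 without medulla dehydration replicate 3, 171 without medulla dehydration replicate 4, 207 without medulla rehydration replicate 1 and 529 without medulla rehydration replicate 4. A gene that passes in a single tissue is not thereby shown to differ between tissues, so the difference itself was tested. The dehydration response in the cortex differed from that in the medulla for 7 genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment of the interaction), and 1163 genes had an unadjusted p-value under 0.05. The interaction count was 1 without cortex control replicate 2, 21 without cortex control replicate 3, 3 without cortex dehydration replicate 3, 1 without medulla control replicate 3, 19 without medulla dehydration replicate 1 and 3 without medulla dehydration replicate 4. With DESeq2 it was 57. With the animal of the labels as a block, which pairs the tissues, 1 gene passed. The fit also pairs the rehydrated libraries by these labels, under which they did not deviate together (mean correlation across genes 0.0454; exact permutation test, p = 0.433), so this count depends on a pairing that is in doubt. For the rehydration response no gene differed between the tissues, and 780 genes had an unadjusted p-value under 0.05. Of the cortex DEGs in dehydration, 313 (83.2%) changed in the same direction in the medulla, 145 of them with an unadjusted p-value under 0.05. Of the medulla DEGs in dehydration, 215 (83.0%) changed in the same direction in the cortex. Both tissues came from the same animals, and 35 of the 126 splits of the 10 control and dehydrated animals gave log2 fold changes at least as highly correlated between the tissues, over all tested genes, as the real split did.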

The DEGs identified in the cortex and the medulla were very different with respect to each other; 642 DEGs were identified as being expressed only in the cortex and 505 DEGs were found only in the medulla. Only 135 DEGs were co-regulated in both tissues in at least one condition (Fig. 1e, f and Supplementary Data 2).

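The number of genes that passed against control in both tissues, in either comparison, was 53. It lay between 36 and 69 when each library was left out in turn, and was 23 when each tissue was fitted on its own libraries. In dehydration, 50 genes passed in both tissues, and each of them changed in the same direction in both. In rehydration against control, 1 gene passed in both, LRATD1 (ENSCDRG00005004252), which is named here after its values were seen. Its log2 fold change was 2.90 in the cortex (adjusted p = 0.00198 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.40 in the medulla (adjusted p = 0.0334 from edgeR).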

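In the cortex, 376 genes passed the threshold between dehydrated and control camels (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 196 of them higher and 180 lower in dehydration. The alternative that moved this count by the largest number of genes was DESeq2, with 713 genes, and with the RNA integrity number (RIN) of each library as a covariate it was 231. It moved by more than 1.5 times in 5 of the 10 fits that each left out 1 library of these groups, and was 225 without cortex control replicate 4, 248 without cortex dehydration replicate 1, 243 without cortex dehydration replicate 2, 198 without cortex dehydration replicate 3 and 228 without cortex dehydration replicate 5. The 3 highest fitted log2 fold changes among named genes with a mean of at least 1 CPM and no overlap between the groups were those of TNFRSF11B, WNT7B and CPA5, and the lowest those of THRSP, SLC17A3 and SLC8A1. The place of TNFRSF11B in this order is not established, since only a lower bound can be given for its change. TNFRSF11B (ENSCDRG00005021806), on chromosome 25 from 23730363 to 23756790, had at most 1 count in each control library and 0.880 ± 1.13 CPM (SD, n = 5) in dehydrated camels, a mean at least 3.36-fold higher (adjusted p = 0.0339 from edgeR). In dehydrated camels TNFRSF11B ranged from 0.229 to 2.89 CPM, so this bound on the ratio of means rests largely on the highest library. Its adjusted p-value from edgeR exceeded 0.05 in 6 of the 10 fits that each left out 1 library of these groups, being 0.0701 without cortex control replicate 1, 0.0614 without cortex control replicate 2, 0.0512 without cortex control replicate 3, 0.0777 without cortex control replicate 4, 0.0647 without cortex control replicate 5 and 0.188 without cortex dehydration replicate 5, and was 0.0500 (over the threshold before rounding) with RIN as a covariate. WNT7B (ENSCDRG00005012180), on chromosome 12 from 64204956 to 64257775, rose from 0.907 ± 0.478 to 21.3 ± 10.8 CPM (SD, n = 5 each), a log2 fold change of 4.61 (standard error 0.51, adjusted p = 5.6e-06 from edgeR). CPA5 (ENSCDRG00005001058), on chromosome 7 from 65941795 to 65960995, rose by a log2 fold change of 4.59 (adjusted p = 0.00612 from edgeR), and under limma-voom its adjusted p-value was 0.102, the largest of a range from 9.2e-08 over its alternatives. THRSP (ENSCDRG00005005606), on chromosome 10 from 53868195 to 53868647, went from 29.7 ± 7.56 to 4.45 ± 1.04 CPM (SD, n = 5 each), a log2 fold change of -2.73 (standard error 0.39, adjusted p = 2.5e-04 from edgeR). SLC17A3 (ENSCDRG00005020019), on chromosome 20 from 17389979 to 17410495, and SLC8A1 (ENSCDRG00005018497), on chromosome 15 from 29214544 to 29526715, had log2 fold changes of -2.63 and -2.59 (adjusted p = 0.00445 and 0.00223 from edgeR). In each of these 6 genes all 5 dehydrated libraries lay on 1 side of all 5 control libraries.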

Analyses of tissue-specific differential expression across conditions showed that, in the cortex, 701 DEGs emerged during dehydration compared to controls. Six hundred and fifty-six of these DEGs returned to control expression levels following rehydration while 45 DEGs remained differentially co-regulated in both conditions compared to controls. 

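Of the cortex DEGs in dehydration, 370 did not pass between rehydration and control, and 6 passed in both comparisons, all in the same direction. Both comparisons use the same 5 control libraries, and in counts simulated with no difference between conditions, as many genes of the smallest p-values shared 5.50 genes of the same direction on average, with at least as many as observed in 10 of 20 draws. In 363 of the dehydration DEGs the rehydrated mean lay nearer to the control mean than the dehydrated mean did, which the choice of these genes by their dehydrated libraries favours. Between rehydration and dehydration, 135 of these DEGs passed as well, each in the opposite direction. The dehydrated libraries enter both of these comparisons, which favours opposite directions among genes selected on them. Without cortex control replicate 5 the genes that passed in both dehydration and rehydration numbered 2, and without cortex rehydration replicate 1 they numbered 11.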

An additional 76 DEGs emerged during rehydration compared to controls (Fig. 1f, g). 

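Between rehydrated and control camels, 13 cortex genes passed the threshold (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 8 higher and 5 lower, and 7 of them had not passed in dehydration. In dehydration against control, 11 of the 13 changed in the same direction with an unadjusted p-value under 0.05. The comparisons share their control libraries, which favours the same direction, so nothing is concluded from this agreement. The count depended on single libraries, being 8 without cortex control replicate 2, 8 without cortex control replicate 4, 4 without cortex control replicate 5, 35 without cortex rehydration replicate 1 and 4 without cortex rehydration replicate 2. It was 4 with limma-voom and 114 with DESeq2, and no gene passed when only the cortex libraries were fitted, where 1151 genes had an unadjusted p-value under 0.05. Of 100 splits of the 10 rehydrated and control libraries into groups of 5, 11 gave at least as many genes, the real split included.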

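Between rehydrated and dehydrated camels, 356 cortex genes passed the threshold (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 165 higher and 191 lower in rehydration. Of these, 219 passed in neither comparison with control camels. The count was 213 without cortex dehydration replicate 1, 147 without cortex dehydration replicate 2, 177 without cortex dehydration replicate 3, 225 without cortex dehydration replicate 4, 233 without cortex rehydration replicate 2 and 237 without cortex rehydration replicate 3. When only the 10 libraries compared were fitted, 208 genes passed, and with DESeq2 699.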

Further, 429 DEGs showed significant changes in rehydration when compared to dehydrated samples (Supplementary Data 2). In the medulla, 393 DEGs emerged during dehydration compared to controls. 

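In the medulla, 259 genes passed the threshold between dehydrated and control camels (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 81 higher and 178 lower in dehydration. Among the alternatives, the fit of the medulla libraries alone moved the count by the largest number of genes, to 89 genes, and DESeq2 gave 400. Without a single library the count was 147 without medulla control replicate 1, 128 without medulla control replicate 3, 171 without medulla control replicate 5, 134 without medulla dehydration replicate 3 and 113 without medulla dehydration replicate 4. Among named genes with a mean of at least 1 CPM and no overlap between the groups, ACSBG1, CHI3L1 and EMB rose most, and HMGCS1 was among the 3 that fell most. ACSBG1 (ENSCDRG00005018776), on chromosome 27 from 21749381 to 21796517, rose from 0.314 ± 0.174 to 35.0 ± 28.8 CPM (SD, n = 5 each), a log2 fold change of 6.76 (standard error 0.55, adjusted p = 2.5e-11 from edgeR). In the cortex its log2 fold change was 4.15 (adjusted p = 0.00462 from edgeR). CHI3L1 (ENSCDRG00005022058), on chromosome 23 from 34095899 to 34103494, rose from 9.56 ± 4.15 to 96.6 ± 72.7 CPM (SD, n = 5 each), a log2 fold change of 3.34 (adjusted p = 9.0e-04 from edgeR). EMB (ENSCDRG00005012571), on chromosome 3 from 86799211 to 86845215, rose from 0.551 ± 0.135 to 3.96 ± 1.76 CPM (SD, n = 5 each), a log2 fold change of 2.82 (adjusted p = 4.5e-05 from edgeR). HMGCS1 (ENSCDRG00005014801) had a log2 fold change of -2.60 (adjusted p = 2.1e-04 from edgeR).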

Three hundred and forty-nine of these DEGs returned to control expression levels during rehydration while 44 DEGs remained differentially co-regulated in both conditions. 

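Of the medulla DEGs in dehydration, 240 did not pass between rehydration and control, and 19 passed in both comparisons, 17 in the same direction and 2 in opposite directions. In counts simulated with no difference between conditions, as many genes of the smallest p-values in the same comparisons shared 26.3 genes of the same direction on average, and 20 of 20 draws gave at least as many as observed. In 251 of the dehydration DEGs the rehydrated mean lay nearer to the control mean, which the choice of these genes by their dehydrated libraries favours. Between rehydration and dehydration, 102 of them passed in the opposite direction, and none in the same direction. Without medulla control replicate 1 the genes passing in both comparisons numbered 4, and without medulla rehydration replicate 4 they numbered 35.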

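Between rehydrated and control camels, 125 medulla genes passed the threshold (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 94 higher and 31 lower, and 106 of them had not passed in dehydration. The comparisons of dehydration and of rehydration with control share their control libraries here too. In counts simulated with no difference between conditions, their log2 fold changes had a mean Spearman correlation of 0.465, against 0.366 observed. This sharing favours the same direction, in which 40 of the 125 changed in dehydration against control with an unadjusted p-value under 0.05. The count moved by more than 1.5 times in 8 of the 10 fits that each left out 1 library of these groups, and it was 10 without medulla control replicate 1, 195 without medulla control replicate 2, 14 without medulla control replicate 3, 69 without medulla control replicate 4, 25 without medulla control replicate 5, 17 without medulla rehydration replicate 1, 380 without medulla rehydration replicate 4 and 33 without medulla rehydration replicate 5. A library of another group enters the joint fit as well, and leaving it out moved the count as far in 4 fits, to 204 without cortex control replicate 3, 79 without cortex control replicate 4, 83 without cortex dehydration replicate 2 and 81 without medulla dehydration replicate 5. With DESeq2 it was 265, and no gene passed when only the 10 libraries compared were fitted, where 2055 genes had an unadjusted p-value under 0.05.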

Another 247 different DEGs emerged following rehydration compared to controls (Fig. 1f, h and Supplementary Data 2). In the medulla, 592 DEGs showed significant changes between rehydrated and dehydrated samples (Supplementary Data 2).

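Between rehydrated and dehydrated camels, 565 medulla genes passed the threshold (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 345 higher and 220 lower in rehydration, and 412 of them passed in neither comparison with control camels. The count was 263 without medulla dehydration replicate 3, 243 without medulla dehydration replicate 4 and 200 without medulla rehydration replicate 1, and 62 when only the 10 libraries compared were fitted. With DESeq2 it was 854.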

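Genes that passed between dehydration and control in the cortex, the medulla or both numbered 585 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment within each tissue). With DESeq2 the number was 1003, and at an adjusted p-value under 0.01 it was 184. It lay between 398 without cortex dehydration replicate 3 and 660 without cortex control replicate 3.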

Our data showed that 1139 genes were differentially expressed in the dromedary kidney during dehydration compared to controls. 

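Of the genes that passed between dehydration and control, 98.4% in the cortex and 92.7% in the medulla did not pass between rehydration and control. With DESeq2 these shares were 93.7% and 89.5%. Without each library in turn they ranged from 97.1% to 99.5% in the cortex and from 85.7% to 97.6% in the medulla. A gene that does not pass against control has not been shown to equal the control level.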

Of all DEGs identified in dehydrated animals, 88% and 30%, returned to control expression levels in the cortex and the medulla, respectively. We identified a larger number of DEGs during dehydration than during rehydration in both tissues.

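More genes passed against control in dehydration than in rehydration under each of the 11 alternative settings in both tissues. When only the medulla libraries were fitted, 89 medulla genes passed in dehydration and 40 in rehydration. Without each of the 15 cortex libraries in turn the order held in the cortex. In the medulla it held in 14 of 15 such fits, each count being taken from the same fit. The order turned in the fit without medulla rehydration replicate 4, with 245 DEGs in dehydration and 380 in rehydration. It also turned in the medulla in a fit outside these settings, with the position of each library between cortex and medulla as a covariate. There 425 medulla genes passed in dehydration and 986 in rehydration, and 1174 and 67 cortex genes in the same order.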

### GO analyses of DEGs revealed an overrepresentation of lipid/cholesterol metabolism and ion transmembrane transport activity in the kidney

We used ShinyGO^51^ for Gene Set Enrichment Analysis to identify biological processes and/or molecular functions enriched during dehydration and rehydration in the camel kidney. We identified several significantly enriched (*p* < 0.05) Gene Ontology (GO) terms in the cortex and medulla (Supplementary Data 3), respectively. Interestingly, GO terms associated with “lipid metabolic processes” (GO:0006629), the “cholesterol biosynthetic process” (GO:0006695) and “transmembrane transporter activity” (GO:0022857) were overrepresented in both tissues during dehydration (Fig. 1i, j).

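Instead of GO terms, lists of genes written by hand from general knowledge were tested against the 3804 tested genes that carry a symbol, with Fisher's exact test (two-sided, 24 tests). Symbols came mostly from the lists published with the article, so these genes hold more DEGs than a random sample would. Of the enzymes from acetyl-CoA to cholesterol, DEGs in dehydration were 11 of 20 (1.69 expected; odds ratio 13.7, Fisher's exact test, p = 1.1e-07, Benjamini-Hochberg adjusted p = 3.8e-07) in the cortex and 19 of 20 (1.15 expected; odds ratio 341, Fisher's exact test, p = 2.3e-23, Benjamini-Hochberg adjusted p = 5.4e-22) in the medulla, and each of these DEGs was lower in dehydration. Of these enzymes, 14 are the genes of Table 1, which the study chose on these libraries, so this result is not independent evidence. Of the genes of channel, carrier and pump families (symbols starting with SLC, AQP, KCN, SCNN, CLCN, ATP1, ATP6, TRPM, TRPV or ABC), DEGs were 22 of 132 (11.1 expected; odds ratio 2.26, Fisher's exact test, p = 0.00196, Benjamini-Hochberg adjusted p = 0.00471) in the cortex and 18 of 132 (7.56 expected; odds ratio 2.74, Fisher's exact test, p = 4.3e-04, Benjamini-Hochberg adjusted p = 0.00116) in the medulla. In the cortex 12 of these transport DEGs were higher and 10 lower, and in the medulla 5 were higher and 13 lower. When each tissue was fitted on its own libraries, the odds ratio of the transport families in the medulla was 1.99 (Fisher's exact test, p = 0.190). Against the 2594 genes named in the protein lists only, a background chosen after the values were seen, it was 2.26 in the cortex (Fisher's exact test, p = 0.118) and 0.578 in the medulla (Fisher's exact test, p = 1). Without 1 library, the odds ratio of the transport families was 1.70 without cortex dehydration replicate 5 (p = 0.106) and 1.69 without medulla control replicate 5 (p = 0.158), by Fisher's exact test.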

### Expression profiles

We identified six different expression profiles amongst all DEGs by plotting log_2_FC calculated for every DEG and condition as a time series (Fig. 2 and Supplementary Data 4). 

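Each DEG against control was placed by its calls in each tissue, which gave 748 pairs of a tissue and a gene. Genes higher in dehydration alone (profile A) made up 265 pairs, 192 in the cortex and 73 in the medulla, or 35.4%. Genes lower in dehydration alone (profile B) made up 345 pairs, 178 in the cortex and 167 in the medulla, or 46.1%. Profiles A and B together held 81.6% of the pairs (Wilson interval 78.6% to 84.3%, which covers counting error only). The alternative that moved this share most was the threshold of 0.01, under which it was 93.9%, and with DESeq2 it was 73.0%. It ranged from 59.9% without medulla rehydration replicate 4 to 96.3% without medulla control replicate 1.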

The majority of the DEGs (71%) followed expression profiles A and B (Fig. 2a, b). Expression profiles C (Fig. 2c) and D (Fig. 2d) represented 14% and 9% of DEGs, respectively. 

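Genes that passed in rehydration alone and were higher than in control (profile C) made up 88 pairs (11.8%), 4 in the cortex and 84 in the medulla. Genes that passed in rehydration alone and were lower (profile D) made up 25 pairs (3.34%), 3 in the cortex and 22 in the medulla. At an adjusted p-value under 0.01 (edgeR), profiles C and D held 7 and 1 of 213 pairs.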

Finally, only 2% and 4% of DEGs showed type-E and type-F profiles, respectively (Fig. 2e, f). 

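Genes higher than in control in both dehydration and rehydration (profile E) made up 12 pairs (1.60%), 4 of them in the cortex and 8 in the medulla. Genes lower in both (profile F) made up 11 pairs (1.47%), 2 in the cortex and 9 in the medulla. Both profiles require a call in each of 2 comparisons that share their control libraries.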

In general, clustering by condition was better defined in the cortex than in the medulla. However, samples from dehydrated camels are well-differentiated and clustered together in most cases (Fig. 2). 

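Of the 14 cholesterol biosynthesis genes of Table 1, 8 in the cortex and 14 in the medulla were lower in dehydration and not called in rehydration against control (profile B), and none was higher. Of the transport genes that the paper measured by RT-qPCR, KCNJ8 followed profile A in both tissues, AQP1 and AQP3 followed it in the cortex, and SCNN1A followed profile B in the medulla. For AQP1 this rests on the threshold alone, since its log2 fold change in the cortex was 1.11 in dehydration and 1.20 in rehydration against control (edgeR, adjusted p = 0.0220 and 0.0766). ATP1B3, SLC9A7 and AQP2 did not pass against control in either tissue (edgeR), so they followed none of the profiles.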

Genes coding for enzymes involved in the cholesterol biosynthetic process and important ion transporters, strongly overrepresented in the GO analyses as mentioned above, displayed type-B and type-A expression profiles, respectively. DEGs following these expression profiles showed good clustering by condition. Thus, we further confirmed that these changes in gene expression were due to changes in the hydration status of the camels. Other expression profiles are possible in a control-dehydration-rehydration 3-point time series comparison, but these were not represented in our RNAseq data except for 3 isolated DEGs in the medulla which were significantly downregulated during dehydration and significantly upregulated during rehydration compared to controls. 

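In the medulla, 2 genes were lower than in control camels in dehydration and higher in rehydration, and in the cortex 0. These are named here after their values were seen: OGDH (ENSCDRG00005002918), with log2 fold changes of -0.46 and 0.51 (edgeR, adjusted p = 0.0489 and 0.0447), and ENSCDRG00005022079, which carries no symbol, with -1.35 and 1.12 (edgeR, adjusted p = 0.0113 and 0.0409).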

No relevant functions associated with dehydration or rehydration could be attributed to these genes.

**Fig. 2:**
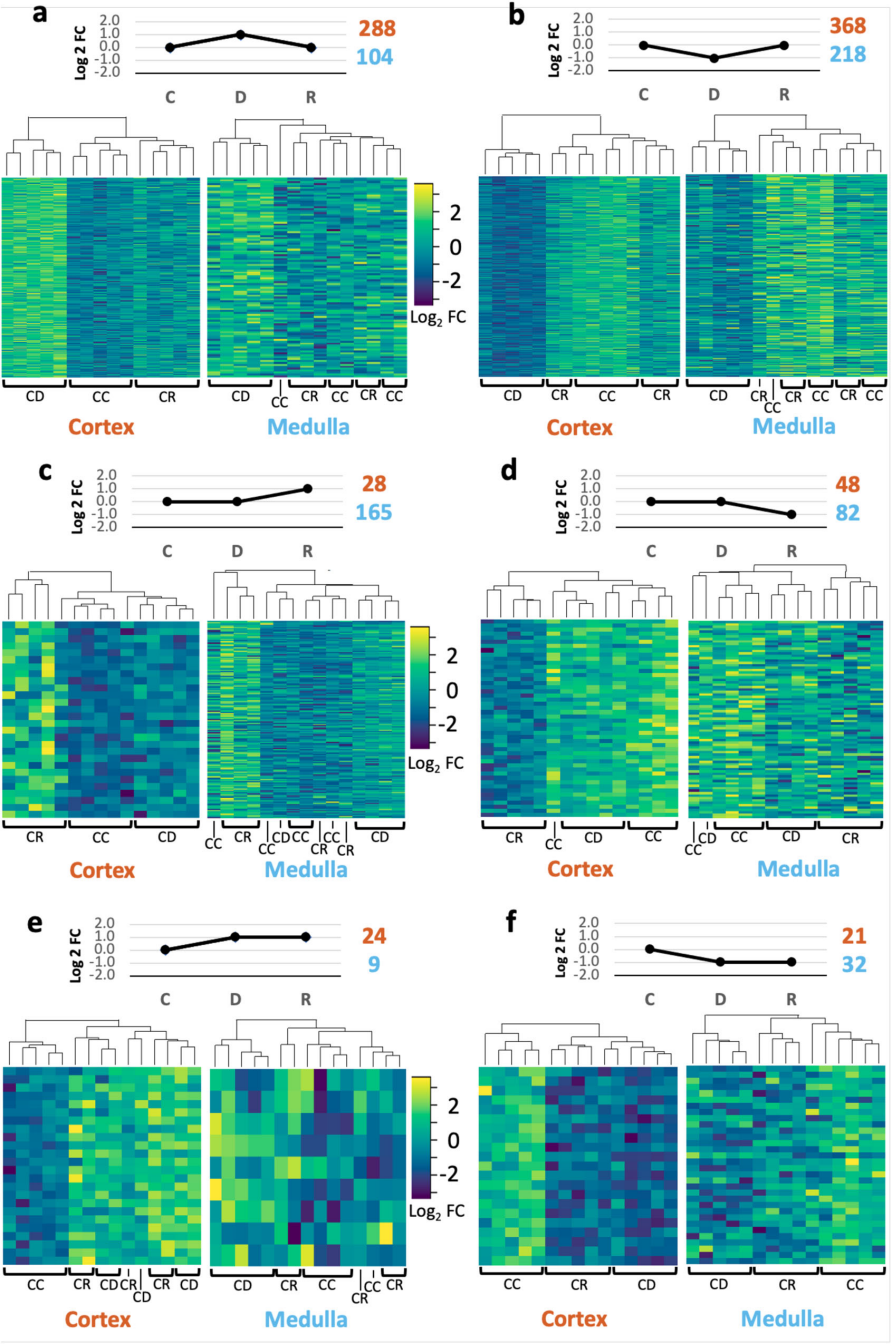
Expression profiles displayed by DEGs in the kidney of the one-humped Arabian camel during severe dehydration and acute rehydration. **a**–**f** At the top of each panel, on the line chart, the expression profile displayed by the differentially expressed genes (DEGs) included in the heatmaps below (note that Log_2_FC values are arbitrary and for visualization purposes only). The numbers of DEGs displaying the associated expression profile are shown for the cortex (orange) and the medulla (blue) on the top-right corner of each panel. Heatmaps show clustering of differentially expressed genes by condition. DEGs included in the heatmaps were filtered using a threshold of *p* < 0.01. We considered appropriate using a more stringent threshold for these analyses because we expected genes that follow a particular pattern to be more tightly regulated and therefore have smaller *p*_adj_ values. C control, D dehydration, R rehydration, CC cortex control, CD cortex dehydration, CR cortex rehydration, MC medulla control, MD medulla dehydration, MR medulla rehydration.

### Analysis of differential protein abundance

Differentially expressed proteins (DEPs) distinctly clustered by condition in the cortex (Fig. 3a). In the medulla, differentiation between DEPs from control and dehydrated samples was not as clear (Fig. 3b). Differential abundance analysis showed that 826 DEPs were described only in the cortex and 1368 only in the medulla. Another 798 DEPs were co-regulated in both tissues in at least one condition (Fig. 3c, d and Supplementary Data 5). Furthermore, dehydration induced the differential expression of 1292 proteins in the cortex compared to controls. Four hundred and forty of these DEPs returned to control expression levels during rehydration while 332 different DEPs emerged in rehydration compared to controls. A total of 852 DEPs remained differentially co-regulated during dehydration and rehydration compared to controls (Fig. 3d, e and Supplementary Data 5). Interestingly, only 6 proteins were differentially expressed in rehydration when compared to dehydration (Supplementary Data 5). In the medulla, 211 DEPs were identified in dehydrated animals compared to controls. Eighty-one of these DEPs returned to control levels during rehydration while 130 remained differentially expressed in dehydration and rehydration compared to controls. 1965 different DEPs emerged during rehydration compared to controls (Fig. 3d, f and Supplementary Data 5). Further, we characterised 428 DEPs (Supplementary Data 5) exclusive to the rehydration-dehydration comparison. Similar to the patterns showed by differentially expressed genes, the cortex exhibited more DEPs in dehydration than in rehydration compared to control while the opposite was found in the medulla.

**Fig. 3:**
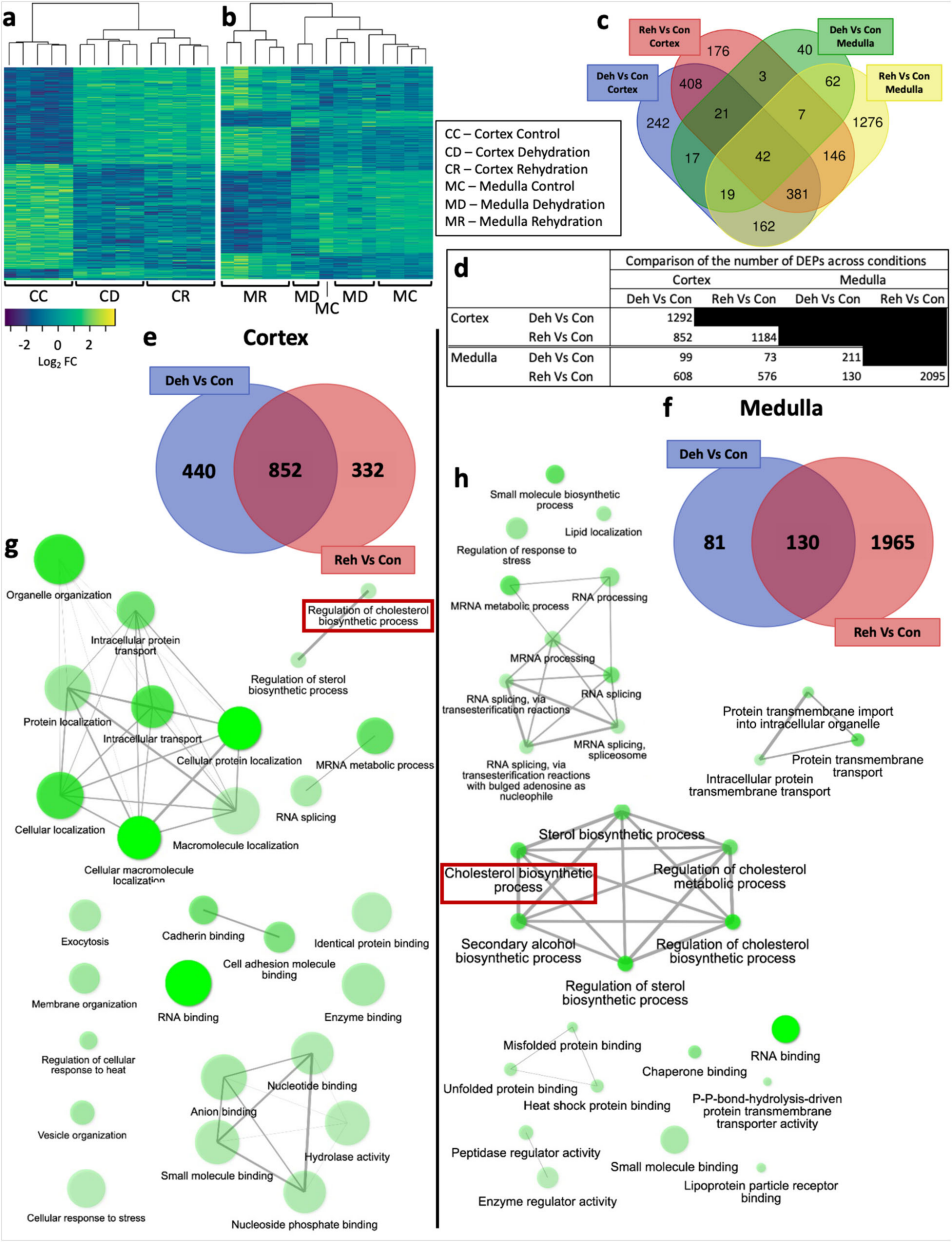
Analysis of the proteomes of the one-humped Arabian camel kidney during severe dehydration and acute rehydration. **a**, **b** Heatmaps including all differentially expressed proteins (DEPs) identified in the cortex (**a**) and the medulla (**b**) across conditions show clustering of differentially expressed proteins by condition. **c** Venn plot displaying the overlap of differentially expressed proteins identified in dehydration and rehydration compared to control in cortex and medulla. **d** Absolute number of DEPs displayed in panels (**d**), (**e**) and (**f**). **e**, **f** Venn plots showing the distribution of DEPs during dehydration and rehydration compared to controls in the kidney cortex (**e**) and medulla (**f**) of the camel. Number of proteins differentially expressed solely in dehydration compared to control (blue), in rehydration compared to control (light red) and those differentially co-regulated in both conditions (dark red) are shown. **g**, **h** Gene Ontology (GO) networks displaying a subset of the most significantly enriched (*p* < 0.05) biological processes and molecular functions in the kidney cortex (**g**) and medulla (**h**) during dehydration. Two nodes are connected if they share 20% or more genes and thicker edges represent more overlapped genes, darker nodes are more significantly enriched gene sets and bigger nodes represent larger gene sets.

### Lipid and cholesterol metabolic processes are also overrepresented in the kidney proteomes

Using ShinyGO^51^ we also identified a significant enrichment (*p* < 0.05) of GO terms associated with cholesterol biosynthesis in both cortex and medulla at the protein level (Fig. 3g, h). In this case, we could not detect enrichment of GO terms related to ion transmembrane transport possibly due to the limitations of the protein extraction method which largely captures cytosolic peptides. However, other interesting biological processes and molecular functions were enriched such as “Exocytosis” (GO:0006887), “Membrane organization” (GO:0061024), “Regulation of cellular response to heat” (GO:0034650), “Cellular response to stress” (GO:0033554), “RNA splicing” (GO:0008380), “Heat shock protein binding” (GO:0031072) and “Unfolded protein binding” (GO:0051082) (Fig. 3g, h and Supplementary Data 6). All these functional groups may be of interest in the one-humped Arabian camel as potentially being involved in coping with environmental stressors. For instance, exocytosis of AQP2 is critical for water conservation, several ion transporters are rearranged in the membrane, and heat stress due to high ambient temperatures may lead to protein denaturation.

### Analyses of the transcriptomes-proteomes overlap further support a role for cholesterol during severe dehydration

As documented above, variations in the hydration status of the dromedary camel elicited a profound response in the kidney at both transcript and protein levels. In total, we identified 1282 genes to be differentially expressed in at least one tissue and one condition. Similarly, we catalogued 3002 proteins with significantly changed peptide abundance. 

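Across both tissues, 695 genes passed against control in dehydration, in rehydration or in both (edgeR). The number was 1271 with DESeq2 and 192 at an adjusted p-value under 0.01 (edgeR), and it lay between 475 without cortex dehydration replicate 3 and 909 without medulla rehydration replicate 4.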

Interestingly, further comparisons between RNAseq and proteomic data revealed that only 157 DEGs had their corresponding protein differentially expressed. In the cortex, 92 and 10 genes were differentially expressed at both the transcript and the protein level during dehydration and rehydration, respectively (Fig. 4a, b and Supplementary Data 7). Similarly, in the medulla, 19 and 50 genes were differentially expressed at both the transcript and the protein level during dehydration and rehydration, respectively (Fig. 4c, d and Supplementary Data 7). 

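Of the 92 genes that Supplementary Data 7 lists for the cortex in dehydration, 46 passed the threshold in the transcript counts (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 20 higher and 26 lower, and all 92 had an unadjusted p-value under 0.05. The largest adjusted p-value among them was 0.158 (edgeR), and their median absolute log2 fold change was 0.74. For rehydration, 1 of the 10 listed genes passed, and all 10 had an unadjusted p-value under 0.05 (edgeR, largest adjusted p = 0.214). The paper had called the listed genes DEGs on these same libraries, so their unadjusted p-values are not independent evidence. The protein data themselves were not used here.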

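In the medulla, 18 of the 19 genes listed for dehydration passed the threshold in the transcript counts, 3 higher and 15 lower (edgeR, largest adjusted p = 0.0983). For rehydration 18 of the 50 listed genes passed, 13 higher and 5 lower (edgeR, largest adjusted p = 0.172). Each of the listed genes had an unadjusted p-value under 0.05 in its comparison, which their selection as DEGs on these libraries favours. The median absolute log2 fold change was 1.09 for the dehydration list and 0.66 for the rehydration list.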

While transcriptomic analyses are more sensitive, only highly expressed genes were detectable at protein level by mass spectrometry (Supplementary Table ST1). Moreover, proteins that are immediately trafficked to the membrane or outside the cell were likely missed as the protein extraction method captures mostly the cytosolic fraction of the proteome since centrifugation discards membrane-bound proteins. Nevertheless, GO analyses of genes detected at both mRNA and protein levels during dehydration compared to controls showed, as previously described in the transcriptomes and proteomes separately, an enrichment of the “cholesterol biosynthetic process” (GO:0006695) and other GO categories related to lipid metabolism in the cortex (Fig. 4e and Supplementary Data 8) and the medulla (Fig. 4f and Supplementary Data 8).

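The protein lists name 2970 genes of the count table, and 2937 of them passed the filter on low counts. Their mean level over all libraries had a median of 50.7 CPM (quartiles 21.9 and 109 CPM). For the 12439 tested genes outside the lists the median was 11.4 CPM (quartiles 2.77 and 37.7 CPM). Of the listed genes, 80.6% lay above the median of all tested genes. The lists hold proteins whose abundance changed, so they do not show which proteins could be detected.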

**Fig. 4:**
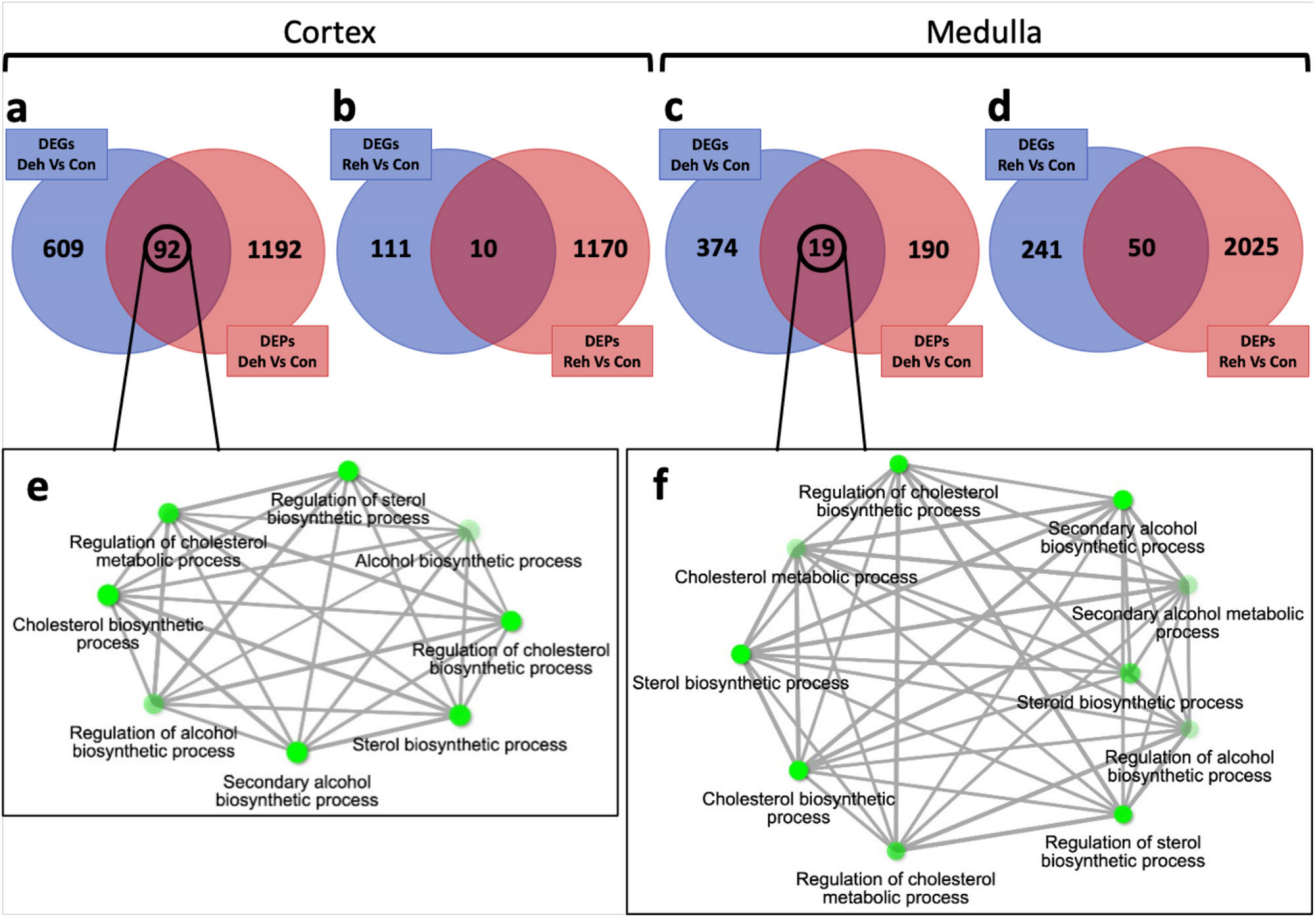
Tissue and treatment-specific comparison between matched DEGs and DEPs. **a**–**d** Venn plots showing the overlap (dark red) of differentially expressed genes (DEGs) for which their corresponding differentially expressed proteins (DEPs) were also identified in the (**a**) cortex during dehydration, (**b**) cortex during rehydration, (**c**) medulla during dehydration and (**d**) medulla during rehydration. The Venn plots also display the number of genes (blue) and proteins (light red) differentially expressed at either RNA or protein level only. **e**, **f** Gene Ontology (GO) networks displaying a subset of the most significantly enriched (*p* < 0.05) biological processes in the kidney cortex (**e**) and medulla (**f**) during dehydration. Two nodes are connected if they share 20% or more genes and thicker edges represent more overlapped genes, darker nodes are more significantly enriched gene sets and bigger nodes represent larger gene sets.

### The cholesterol biosynthetic process is suppressed in the kidney of the one-humped Arabian camel during severe dehydration

The RNAseq data suggested that 14 key genes involved in the cholesterol biosynthesis pathway (Table 1) were significantly (*p*_adj_ < 0.05) downregulated in the kidney medulla while 10 out of these 14 genes (excluding *ACAT2*, *FDFT1*, *MVD* and *PMVK*) were significantly (*p*_adj_ < 0.05) downregulated in the kidney cortex. 

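In the medulla, all 14 genes were lower in dehydrated than in control camels at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with log2 fold changes from -2.87 to -0.78 (median -1.80). The 5 dehydrated libraries lay below the 5 control libraries without overlap for each of them, where chance gives no overlap for 0.794% of genes. In the cortex, 8 of the 14 passed, with a median log2 fold change over the 14 genes of -1.10. LSS (-1.05; edgeR, adjusted p = 0.0544) and NSDHL (-0.56; edgeR, adjusted p = 0.0619) fell short of the threshold, and passed with DESeq2 or with DESeq2's size factors in edgeR. Over the alternatives, the adjusted p-value ranged from 0.0153 to 0.146 for LSS and from 0.0131 to 0.130 for NSDHL. ACAT2, FDFT1, MVD and PMVK had adjusted p-values from edgeR of 0.383, 0.697, 0.297 and 0.257 in the cortex. Adjusted over the list alone, 12 genes were lower in the cortex and 14 in the medulla. The study chose the list on these samples, so neither count is independent evidence. The same holds for the lack of overlap in the medulla. SQLE fell from 179 ± 39.7 to 37.8 ± 13.5 CPM in the medulla and from 491 ± 115 to 157 ± 65.1 CPM in the cortex (SD, n = 5 each). Single libraries decided some calls in the cortex: the adjusted p-value (edgeR) of MVK, 0.0485 with all libraries, was 0.109 without cortex control replicate 3, 0.140 without cortex control replicate 4, 0.104 without cortex control replicate 5, 0.109 without cortex dehydration replicate 1, 0.0870 without cortex dehydration replicate 2, 0.127 without cortex dehydration replicate 3 and 0.115 without cortex dehydration replicate 5. Under the alternatives it was 0.0735 with limma-voom, 0.0612 without a filter on low counts, 0.109 when the tissue was fitted alone, 0.0500 (over the threshold before rounding) when only the 10 libraries compared were fitted, 0.0586 with the replicate number as a block and 0.111 with RIN as a covariate. That of HMGCS1 was 0.0681 without cortex control replicate 2 and 0.0501 without cortex dehydration replicate 5 and 0.0687 with limma-voom, that of LSS 0.0192 without cortex control replicate 3 and that of NSDHL 0.0477 without cortex control replicate 2. In the medulla, the adjusted p-value (edgeR) of PMVK was 0.0855 without medulla control replicate 1, 0.106 without medulla control replicate 3, 0.0595 without medulla dehydration replicate 2, 0.0758 without medulla dehydration replicate 3 and 0.103 without medulla dehydration replicate 4, and 0.0707 when the tissue was fitted alone and 0.0914 when only the 10 libraries compared were fitted, and that of MVK was 0.0631 without medulla control replicate 3 and 0.0642 without medulla dehydration replicate 4. The number of genes lower ranged from 6 to 8 in the cortex and from 12 to 14 in the medulla without each library of the groups compared in turn.

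**Figure D1:**
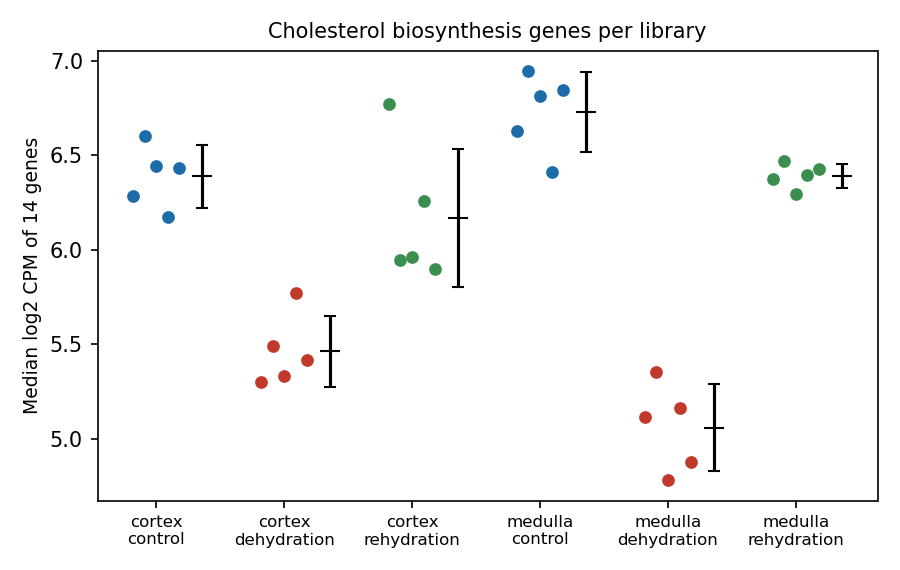
Median log2 CPM of the 14 cholesterol biosynthesis genes of Table 1 in each library, by tissue and condition. Each point is a library, and bars show the mean ± SD of the 5 libraries of a group.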

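Between rehydrated and control camels, none of the 14 genes of Table 1 passed the threshold in either tissue (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the medulla, the log2 fold change of ACAT2 was -0.67 (edgeR, adjusted p = 0.0728). Its adjusted p-value (edgeR) was 0.0309 without medulla control replicate 2. Over the alternatives and these fits, it ranged from 0.0309 to 0.228. Adjusted over the list alone, 4 of the 14 genes were lower in the medulla and 0 in the cortex. At an unadjusted p-value under 0.05, 6 of the genes differed in the medulla and 0 in the cortex. The log2 fold changes were negative for 13 of the 14 genes in the medulla and for 12 in the cortex.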

During rehydration, expression of all these genes showed no significant difference compared to controls except for *ACAT2* and *DHCR24*, which remained significantly (*p*_adj_ < 0.05) downregulated in the medulla. However, 12 (*ACAT2*, *CYP51A1*, *DHCR24, DHCR7*, *FDPS*, *HMGCR*, *HMGCS1*, *LSS*, *MVD*, *MVK*, *NSDHL* and *SQLE*) and 7 (*DHCR24*, *DHCR7*, *FDPS*, *HMGCR*, *HMGCS1*, *LSS* and *SQLE*) genes were significantly (*p*_adj_ < 0.05) upregulated in medulla and cortex, respectively, during rehydration compared to dehydration. 

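Between rehydrated and dehydrated camels, 12 of the 14 genes were higher in the medulla and 7 in the cortex (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with median log2 fold changes over the 14 of 1.51 and 0.90. In the cortex, LSS had a log2 fold change of 0.98 (edgeR, adjusted p = 0.0779), and the adjusted p-value (edgeR) was 0.0500 (under the threshold before rounding) without cortex rehydration replicate 2 and 0.0485 without cortex rehydration replicate 3. In the medulla, FDFT1 and PMVK did not pass. Adjusted over the list alone, 14 genes were higher in the medulla and 10 in the cortex. The cortex count was 4 without cortex dehydration replicate 2 and 4 without cortex rehydration replicate 1.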

The remaining genes showed no change compared to dehydration. Thus, after an overall downregulation induced by dehydration, the expression of these genes returned, totally or partially, to control levels (Supplementary Table ST2).

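Taken as a set against all tested genes, the 14 genes were lower in dehydration than in control camels in the cortex (camera with a preset inter-gene correlation of 0.01, p = 5.7e-20) and in the medulla (camera, p = 1.1e-49), and higher in rehydration than in dehydration (camera, p = 1.3e-13 and 9.9e-28). Each of these calls held under fry and under an estimated correlation, with largest p-values of 5.0e-07 and 1.0e-04. Against control camels, the median log2 fold change of the set in rehydration was -0.36 in the medulla (camera, p = 7.4e-06; fry, p = 0.00162; estimated correlation, p = 0.00982). In the cortex it was -0.23 (camera, p = 0.00282; fry, p = 0.0457), and under an estimated correlation this call did not hold (p = 0.0738). The fall in dehydration was larger in the medulla than in the cortex, by a median of 0.79 on the log2 scale (camera test of the interaction, p = 6.3e-10; fry, p = 5.7e-05; estimated correlation, p = 7.3e-04). The genes of Table 1 were chosen on these libraries, and for the pathway list of 20 genes the median was 0.51 (camera, p = 2.3e-09; fry, p = 4.8e-04; estimated correlation, p = 0.00317). That list holds the 14 genes of Table 1, so it is not independent of their choice. The set tests of the interaction did not pair the tissues of a camel. From the decrease in dehydration and the increase on rehydration, the paper concludes that the expression of these genes returned, wholly or in part, to control levels.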

**Table 1:** Gene symbols, Ensembl ID’s and names of the 14 enriched genes encoding enzymes involved in the cholesterol biosynthetic process (GO:0006695).

Gene symbols	Ensembl gene IDs	Gene name
*ACAT2*	ENSCDRG00005015012	Acetyl-CoA acetyltransferase
*CYP51A1*	ENSCDRG00005022091	Lanosterol 14-alpha demethylase
*DHCR7*	ENSCDRG00005021350	7-Dehydrocholesterol reductase
*DHCR24*	ENSCDRG00005012528	24-Dehydrocholesterol reductase
*FDFT1*	ENSCDRG00005010723	Farnesyl-diphosphate farnesyltransferase 1
*FDPS*	ENSCDRG00005008269	Farnesyl pyrophosphate synthase
*HMGCR*	ENSCDRG00005002491	3-hydroxy-3-methylglutaryl-CoA reductase
*HMGCS1*	ENSCDRG00005014801	Hydroxymethylglutaryl-CoA synthase
*LSS*	ENSCDRG00005021905	Lanosterol synthase
*MVD*	ENSCDRG00005020571	Diphosphomevalonate decarboxylase
*MVK*	ENSCDRG00005011437	Mevalonate kinase
*NSDHL*	ENSCDRG00005017818	Sterol-4-alpha-carboxylate 3-dehydrogenase
*PMVK*	ENSCDRG00005003806	Phosphomevalonate kinase
*SQLE*	ENSCDRG00005004790	Squalene monooxygenase

Furthermore, we found a significant decrease (*p*_adj_ < 0.05) in peptide abundance for the proteins coded by 6 (*CYP51A1*, *DHCR7*, *FDPS*, *HMGCS1*, *LSS* and *NSDHL*) and 9 (*CYP51A1*, *DHCR7*, *FDPS*, *HMGCR*, *HMGCS1*, *LSS*, *NSDHL*, *PMVK* and *SQLE*) out of those 14 genes in the medulla and the cortex, respectively, during dehydration compared to controls. In the medulla; CYP51A1, DHCR7 and HMGCS1 were downregulated in dehydration compared to control and returned to control levels during rehydration while FDPS, LSS and NSDHL were significantly (*p*_adj_ < 0.05) downregulated in dehydrated animals compared to controls and remained downregulated during rehydration compared to control animals. HMGCR showed no significant changes across conditions. Interestingly, ACAT2 and PMVK did not change during dehydration compared to controls but were significantly (*p*_adj_ < 0.05) downregulated in rehydration compared to the other conditions. MVK protein abundance progressively decreased across treatments but only reached significant (*p*_adj_ < 0.05) levels in rehydration compared to controls. Lastly, SQLE protein abundance slightly increased in dehydration and was heavily suppressed during rehydration. Likewise, in the cortex, amongst the proteins significantly (*p*_adj_ < 0.05) downregulated during dehydration, CYP51A1, DHCR7, FDPS, LSS, NSDHL, PMVK and SQLE remained significantly (*p*_adj_ < 0.05) downregulated during rehydration compared to controls while HMGCR and HMGCS1 returned to control levels. ACAT2 and MVK showed no significant changes across conditions (Supplementary Table ST2). Unfortunately, DHCR24, FDFT1 and MVD were undetectable using mass spectrometry.

Based on our transcriptomic and proteomic data, we hypothesised that the suppression of cholesterol synthesis may play an important role in the kidney of the one-humped Arabian camel during water deprivation.

### RT-qPCR validation of genes encoding enzymes involved in cholesterol biosynthesis pathway

We validated our RNAseq data using real-time quantitative PCR (RT-qPCR). In the medulla, ΔΔC_t_ fold changes ranged between 1.01–2.03, 0.20–0.87 and 0.44–1.75 in control, dehydrated and rehydrated animals, respectively. Relative mRNA expression dropped 0.37–1.58-fold in dehydrated animals compared to controls and increased up to 3.03-fold after rehydration compared to dehydrated animals. *ACAT2* (*p*_adj_ = 0.014), *CYP51A1* (*p*_adj_ = 0.024), *DHCR24* (*p*_*a*dj_ = 0.000), *DHCR7* (*p*_adj_ = 0.000), *HMGCR* (*p*_adj_ = 0.001), *HMGCS1* (*p*_adj_ = 0.005), *LSS* (*p*_adj_ = 0.001), *MVD* (*p*_adj_ = 0.015), *NSDHL* (*p*_adj_ = 0.013), *PMVK* (*p*_adj_ = 0.029) and *SQLE* (*p*_adj_ = 0.000) were significantly downregulated during dehydration compared to controls. Their expression levels returned to control values during rehydration except for *ACAT2* (*p*_adj_ = 0.044), *DHCR24* (*p*_adj_ = 0.046), *NSDHL* (*p*_adj_ = 0.012) and *PMVK* (*p*_adj_ = 0.033), which remained downregulated compared to controls, and *HMGCR*, which was significantly upregulated (*p*_adj_ = 0.004) during rehydration compared to controls. *FDFT1* and *MVK* trended towards downregulation during dehydration, but changes were not significant. *FDFT1* was significantly (*p*_adj_ = 0.002) upregulated during rehydration compared to dehydration while *MVK* expression remained at dehydration levels. *FDPS* expression level remained unchanged throughout the experimental period in this tissue, which is the opposite of the trend shown by the rest of the genes (Fig. 5 and Supplementary Table ST3). These results confirm that the expression of cholesterol biosynthesis genes was overall suppressed during dehydration in the medulla of the Arabian dromedary kidney.

**Fig. 5:**
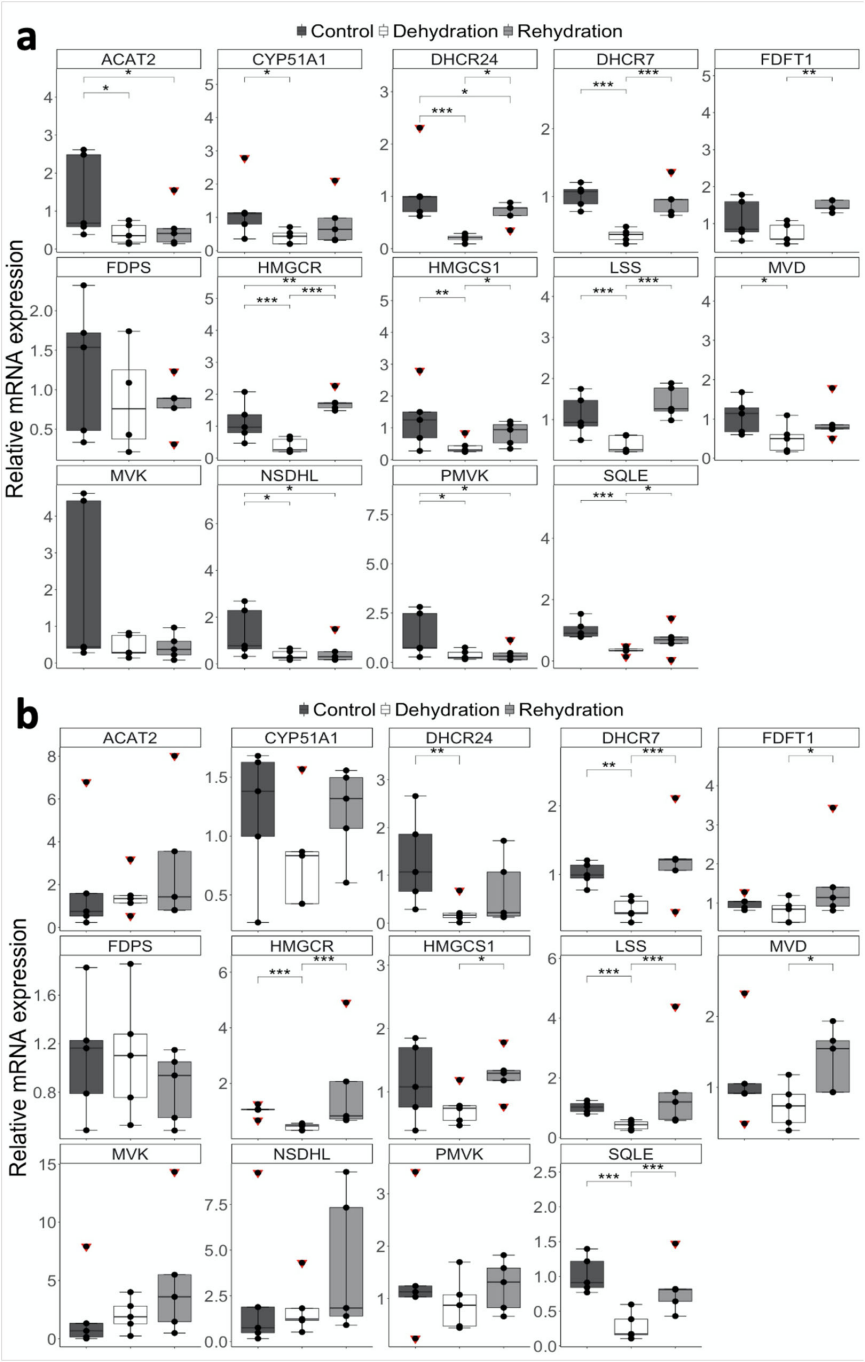
RT-qPCR validation of genes coding for enzymes involved in the cholesterol biosynthetic process. Relative changes in gene expression of genes involved in cholesterol synthesis in the Arabian camel kidney **a** medulla and **b** cortex after severe dehydration and acute rehydration compared to controls. Comparison of the means by one-way ANOVA (Turkey’s post hoc correction). The boxplots are presented with the S.E.M. (*n* = 5), centre lines show median, box edges delineate 25th and 75th percentiles and bars extend to minimum and maximum values. Individual data points represent biologically independent samples and data points within red triangles denote outliers, all the outliers highlighted were included for the statistical analyses. ***p_adj_ < 0.001, **p_adj_ < 0.01, *p_adj_ < 0.05.

In the cortex, ΔΔC_t_ fold changes ranged between 1.01–2.51, 0.24–2.04 and 0.66–5.07 in control, dehydrated and rehydrated animals, respectively. Relative mRNA expression dropped 0.21–1.07-fold in dehydrated animals compared to controls and increased 0.33–3.03-fold after rehydration compared to dehydrated animals. *DHCR24* (*p*_adj_ = 0.003), *DHCR7* (*p*_adj_ = 0.007), *HMGCR* (*p*_adj_ = 0.000), *LSS* (*p*_adj_ = 0.001) and *SQLE* (*p*_adj_ = 0.000) were significantly downregulated during dehydration compared to controls, and expression levels returned to baseline after rehydration (Fig. 5 and Supplementary Table ST3).

It is important to note that *HMGCR*, the major rate-limiting enzyme in cholesterol synthesis^52–55^, was significantly (*p*_adj_ < 0.001) downregulated in both cortex and medulla during dehydration compared to controls and returned to control expression levels, or above these, during rehydration.

### Cholesterol analysis

Our transcriptomic and proteomic data suggested that changes in the expression of enzymes involved in cholesterol biosynthesis might result in changes in cholesterol levels in the kidney as a consequence of dehydration. We therefore measured the cholesterol content in the kidney cortex and medulla. Despite excellent calibration and a CV% of 12% for the repeats, which indicated good reproducibility, we did not find significant differences between the cortex and the medulla nor across conditions. Cholesterol levels were similar in both tissues, with 1.00 ± 0.21 and 0.90 ± 0.19 µg/mg (*n* = 15) of cholesterol measured in cortex and medulla, respectively. In the cortex, cholesterol content was 1.16 ± 0.28, 0.92 ± 0.18 and 0.92 ± 0.18 µg/mg (*n* = 5) in control, dehydrated and rehydrated animals, respectively. Likewise, in the medulla, cholesterol levels were 0.92 ± 0.20, 0.93 ± 0.27 and 0.87 ± 0.11 µg/mg (*n* = 5) in control, dehydrated and rehydrated animals, respectively (Fig. 6a). Given the analyses were carried out on unperfused tissue, we suspected the presence of blood would introduce considerable bias. This was confirmed by analysis of serum cholesterol, which revealed abundant cholesterol content. Further, these levels were significantly higher in dehydration (715 ± 155 µg/ml; *n* = 6; *p*_adj_ = 0.004) and remained elevated during rehydration (548 ± 116 µg/ml; *n* = 6; *p*_adj_ = 0.086) compared to control camels (322 ± 116 µg/ml; *n* = 3) (Fig. 6b).

**Fig. 6:**
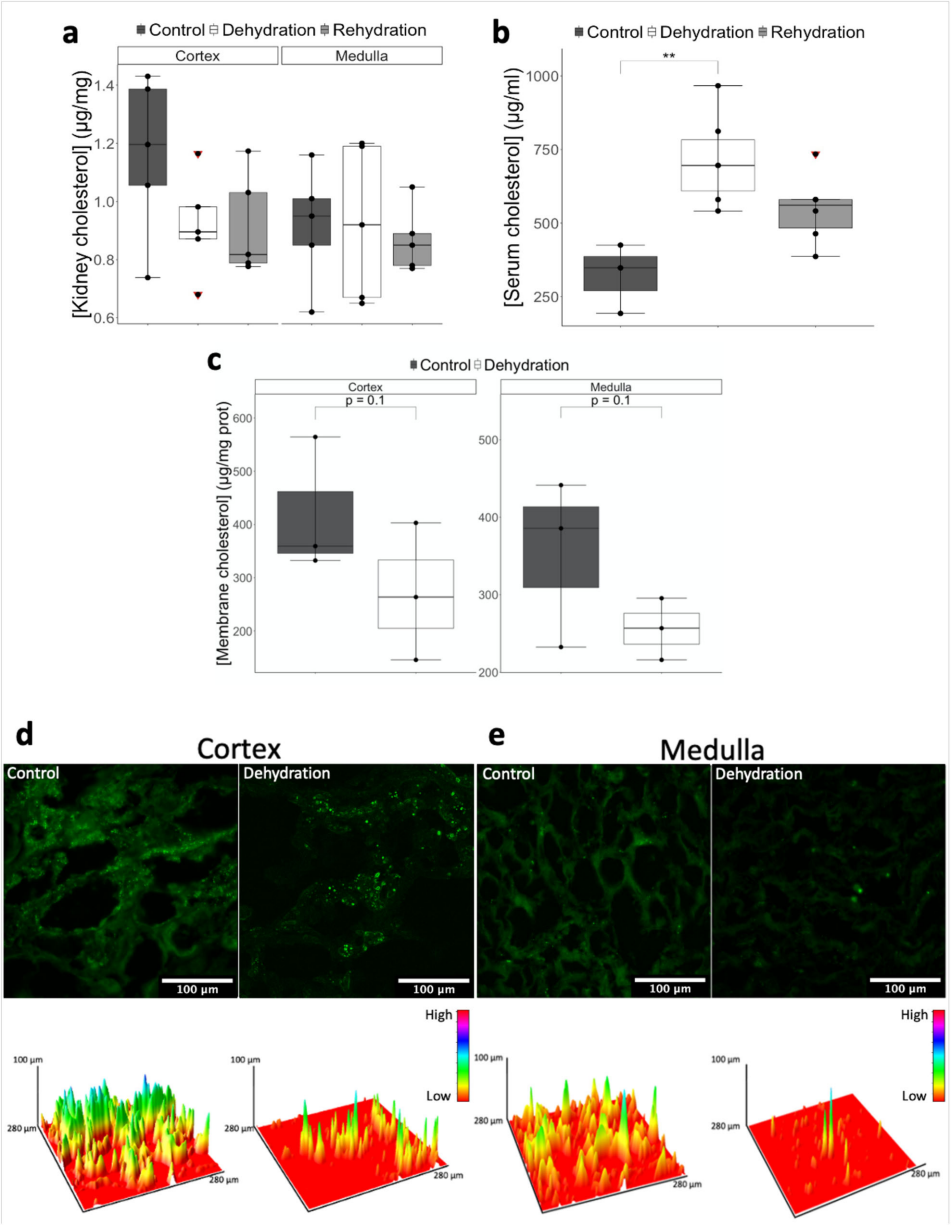
Cholesterol quantification in kidney cortex and medulla. Cholesterol concentration in **a** kidney tissue, **b** blood serum and **c** kidney plasma membranes of the one-humped Arabian camel during control, dehydration and rehydration. Comparison of the means by one-way ANOVA (Turkey’s post hoc correction). The boxplots are presented with the S.E.M. (kidney tissue, *n* = 5; serum cholesterol, *n* = 3 (control) and 6 (dehydration/rehydration); membrane cholesterol, *n* = 3), centre lines show median, box edges delineate 25th and 75th percentiles and bars extend to minimum and maximum values. Individual data points represent biologically independent samples and data points within red triangles denote outliers, all the outliers highlighted were included for the statistical analyses. ***p_adj_ < 0.001, **p_adj_ < 0.01, *p_adj_ < 0.05. **d**, **e** Widefield microscopy images of kidney sections stained with the cholesterol-specific, autofluorescent marker Filipin III from **d** cortex and **e** medulla of control and dehydrated camels. Cholesterol is shown in green. Scale bar: 100 μm. Below each microscopy image, the corresponding intensity surface plot shows the amount of fluorescence signal picked for each image (lower intensities are shown in the orange range while increasing intensity tends towards the pink range).

According to our hypothesis, changes in the level of cholesterol should be more evident in the plasma membrane. Therefore, we quantified the amount of cholesterol in the plasma membrane fraction isolated from kidney samples. Membrane cholesterol was reduced in dehydration compared to controls in both cortex and medulla, although variability prevented the differences reaching the significance threshold. In the cortex, the membrane cholesterol concentration was 418 ± 127 µg/mg of protein (*n* = 3) in control animals and decreased to 270 ± 129 µg/mg of protein (*n* = 3) in dehydrated animals. Similarly, in the medulla, membrane cholesterol concentration was 353 ± 108 µg/mg of protein (*n* = 3) and 256 ± 40 µg/mg of protein (*n* = 3) in control and dehydration, respectively (Fig. 6c). We further imaged kidney sections under widefield microscopy using the cholesterol-specific marker Filipin III and generated intensity surface plots to compare the intensity of the fluorescence signals. Signal was reduced in dehydrated samples compared to controls in tubular cells of both tissues (Fig. 6d, e). Taken together, the results suggest that the suppression of the genes involved in cholesterol synthesis and the subsequent reduction in membrane cholesterol along the nephron of the kidney are, possibly, segment-specific.

Despite high variability that prevented some of the changes in gene expression assessed by RT-qPCR to reach the significance threshold, taken together, our RNAseq data, proteomes, RT-qPCR validation and membrane cholesterol quantification and visualization suggest that the suppression of genes involved in cholesterol biosynthesis and the subsequent reduction in membrane cholesterol are a global response in the kidney of the one-humped Arabian camel to dehydration, affecting both cortical and medullary segments.

### Genes coding for key ion and H_2_O transporters are upregulated in the camel kidney during dehydration

Based on our hypothesis of a role for cholesterol during dehydration, we identified differentially expressed genes with known roles in the countercurrent multiplication process in the kidney which were potentially affected by changes in the level of cholesterol in the cell/cell membrane. These genes are *KCNJ8* (Potassium inwardly rectifier; ENSCDRG00005018658), *SLC9A7* (Solute carrier NHE7; H^+^/Na^+^ antiporter; ENSCDRG00005020882), *ATP1B3* (Na^+^/K^+^ - ATPase; ENSCDRG00005009339), and the gene coding for the water channel Aquaporin 2 (*AQP2*; ENSCDRG00005005216). 

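In control, dehydrated and rehydrated camels, KCNJ8, on chromosome 34 from 14042219 to 14049230, was at 4.68 ± 1.14, 11.1 ± 3.53 and 5.34 ± 1.47 CPM in the cortex and 22.2 ± 1.99, 37.8 ± 5.31 and 27.9 ± 1.96 CPM in the medulla (mean ± SD, n = 5 each). SLC9A7, on chromosome X from 36966049 to 37089523, was at 2.72 ± 0.573, 2.46 ± 0.826 and 4.34 ± 1.08 CPM in the cortex and 5.52 ± 1.71, 9.59 ± 3.65 and 10.2 ± 3.22 CPM in the medulla (mean ± SD, n = 5 each). ATP1B3, on chromosome 1 from 19129836 to 19167680, was at 125 ± 23.8, 167 ± 29.8 and 118 ± 15.2 CPM in the cortex and 148 ± 18.5, 186 ± 19.0 and 117 ± 24.3 CPM in the medulla (mean ± SD, n = 5 each). AQP2, on chromosome 12 from 11732224 to 11737545, was at 199 ± 41.5, 231 ± 41.2 and 134 ± 31.0 CPM in the cortex and 286 ± 87.7, 502 ± 177 and 415 ± 69.3 CPM in the medulla (mean ± SD, n = 5 each). None of these genes shares exonic sequence on the same strand with another annotated gene, and reads were counted strand-specifically.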

KCNJ8 pumps K^+^ ions from the cell into the lumen, SLC9A7 transports Na^+^ ions into the cell, ATP1B3 actively pumps Na^+^ into the interstitium and AQP2 allows water to flow through the cell into the interstitium to be reabsorbed. These genes were either significantly (*p*_adj_ < 0.05) upregulated in dehydration compared to controls or significantly (*p*_adj_ < 0.05) downregulated in rehydration compared to dehydration. 

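KCNJ8 was higher in dehydration than in control camels in the cortex, with a log2 fold change of 1.25 (standard error 0.21, adjusted p = 0.00137 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and in the medulla, with 0.77 (edgeR, adjusted p = 0.0209). In both tissues the 5 dehydrated libraries lay above the 5 control libraries without overlap. The responses of the tissues did not differ at the threshold (edgeR test of the interaction, without the animal as a block, adjusted p = 0.709). In the medulla, its adjusted p-value (edgeR) was 0.0603 without medulla control replicate 5 and 0.0779 without medulla dehydration replicate 4, and 0.0535 with RIN as a covariate. From dehydration to rehydration, KCNJ8 changed in the cortex by -1.06 on the log2 scale (edgeR, adjusted p = 0.00488; 0.0938 when only the 10 libraries compared were fitted). ATP1B3 changed from dehydration to rehydration in the medulla by -0.66 (edgeR, adjusted p = 0.0148) and in the cortex by -0.50 (edgeR, adjusted p = 0.0803). Against control camels, its log2 fold change in dehydration was 0.42 in the cortex (edgeR, adjusted p = 0.153) and 0.32 in the medulla (edgeR, adjusted p = 0.345).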

Taking into account that no changes were identified between control and rehydrated animals, the expression level of these genes must be higher during dehydration compared to controls. 

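Between rehydrated and control camels, the log2 fold changes in the cortex were 0.19 for KCNJ8, -0.08 for ATP1B3 and -0.57 for AQP2, with adjusted p-values of 0.908, 0.967 and 0.426 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In the medulla they were 0.33, -0.34 and 0.54, with adjusted p-values of 0.400, 0.287 and 0.234 from edgeR. The standard errors of these log2 fold changes lay between 0.15 and 0.22.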

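The log2 fold change of SLC9A7 between dehydrated and control camels was -0.14 in the cortex (standard error 0.35, adjusted p = 0.918 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.79 in the medulla (standard error 0.26; edgeR, adjusted p = 0.133). Between rehydrated and control camels it was 0.67 in the cortex (edgeR, adjusted p = 0.601) and 0.89 in the medulla (edgeR, adjusted p = 0.0894). From dehydration to rehydration it was 0.81 in the cortex (edgeR, adjusted p = 0.213), where the libraries of the groups did not overlap, and 0.10 in the medulla (edgeR, adjusted p = 0.869). Without cortex dehydration replicate 4, the value against control in the cortex turned to 0.03.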

*SLC9A7* was selected for validation given that changes across conditions were in close proximity to the significance threshold (Supplementary Table ST2). We also identified other genes that were differentially expressed in at least one tissue/condition with known roles in the urine concentrating process. These genes were Aquaporin 1 (*AQP1*, ENSCDRG00005002776), Aquaporin 3 (*AQP3*, ENSCDRG00005020520) and Epithelial Sodium Channel (*ENaC*, ENSCDRG00005010881). These genes were validated using RT-qPCR. 

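AQP1 was higher in dehydration than in control camels in the cortex, from 3449 ± 718 to 7471 ± 2711 CPM (SD, n = 5 each), a log2 fold change of 1.11 (standard error 0.27, adjusted p = 0.0220 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its adjusted p-value (edgeR) was 0.0538 without cortex control replicate 1, 0.0669 without cortex control replicate 2, 0.0635 without cortex dehydration replicate 4 and 0.0737 without cortex dehydration replicate 5, and 0.0898 with RIN as a covariate. In rehydrated camels it was at 7942 ± 3063 CPM in the cortex (SD, n = 5), a log2 fold change against control of 1.20 (edgeR, adjusted p = 0.0766; over its settings, 0.00339 to 0.372). In the medulla its log2 fold change was -0.11 (edgeR, adjusted p = 0.905), and the responses of the tissues did not differ at the threshold (edgeR test of the interaction, adjusted p = 0.315). AQP3 rose in the cortex from 7.60 ± 1.43 to 38.7 ± 15.6 CPM (SD, n = 5 each), without overlap, a log2 fold change of 2.36 (edgeR, adjusted p = 0.0166), and its adjusted p-value (edgeR) was 0.0523 without cortex dehydration replicate 3 and 0.0702 with limma-voom. From dehydration to rehydration AQP3 changed in the cortex by -2.38 (edgeR, adjusted p = 0.0169). In the medulla AQP3 was at 66.4 ± 47.1 CPM in control and 171 ± 97.8 CPM in dehydrated camels (SD, n = 5 each). This log2 fold change of 1.37 did not pass the threshold (edgeR), and over its alternatives the adjusted p-value ranged from 0.0748 to 0.230. SCNN1A, which codes for a subunit of the epithelial sodium channel, was lower in dehydration in the medulla, from 462 ± 149.8 to 249 ± 52.5 CPM (SD, n = 5 each), a log2 fold change of -0.89 (edgeR, adjusted p = 0.0227). Its adjusted p-value (edgeR) was 0.111 without medulla control replicate 3, 0.0528 without medulla control replicate 5, 0.0623 without medulla dehydration replicate 2 and 0.0918 without medulla dehydration replicate 4, and 0.105 when the tissue was fitted alone and 0.113 when only the 10 libraries compared were fitted. In the cortex its log2 fold change was -0.59 (edgeR, adjusted p = 0.139; 0.0340 when only the 10 libraries compared were fitted).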

Although levels of significance were affected by high variability, *KCNJ8* (*p*_adj_ = 0.004) and *ATP1B3* (non-significant) showed a ∼0.5–2-fold increase in gene expression after dehydration in the medulla, while *SLC9A7* expression level trended towards a smaller increase (non-significant). Relative expression of *AQP2* showed a 2-fold increase (*p*_adj_ = 0.000). Expression levels for these genes returned to control rates after rehydration (Fig. 7a and Supplementary Table ST3). In the cortex, *KCNJ8* (*p*_adj_ = 0.003), *SLC9A7* (*p*_adj_ = 0.001) and *ATP1B3* (non-significant) also showed a ∼0.5–2-fold increase in gene expression after dehydration while *AQP2* showed a smaller, non-significant increase. These levels returned to approximately baseline after rehydration, except for *AQP2*, which was strongly downregulated after rehydration compared to controls (*p*_adj_ = 0.014) and dehydration (*p*_adj_ = 0.003) in the cortex (Fig. 7b and Supplementary Table ST3). Furthermore, in the medulla, *AQP1* and *ENaC* showed no significant changes across conditions, although *ENaC* seems to be less abundant in dehydrated camels. *AQP3* was differentially upregulated (Log Fold change = ~2.9; *p*_adj_ = 0.015) in dehydration compared to controls and downregulated (*p*_adj_ = 0.008) in rehydration compared to dehydration. In the cortex, *AQP1* (Log Fold change = ~2.1; *p*_adj_ = 0.049) and *AQP3* (Log Fold change = ~2.7; *p*_adj_ = 0.001) were significantly upregulated in dehydration compared to control. Their expression returned to control levels during rehydration. ENaC remained unchanged across conditions in the cortex (Fig. 7).

**Fig. 7:**
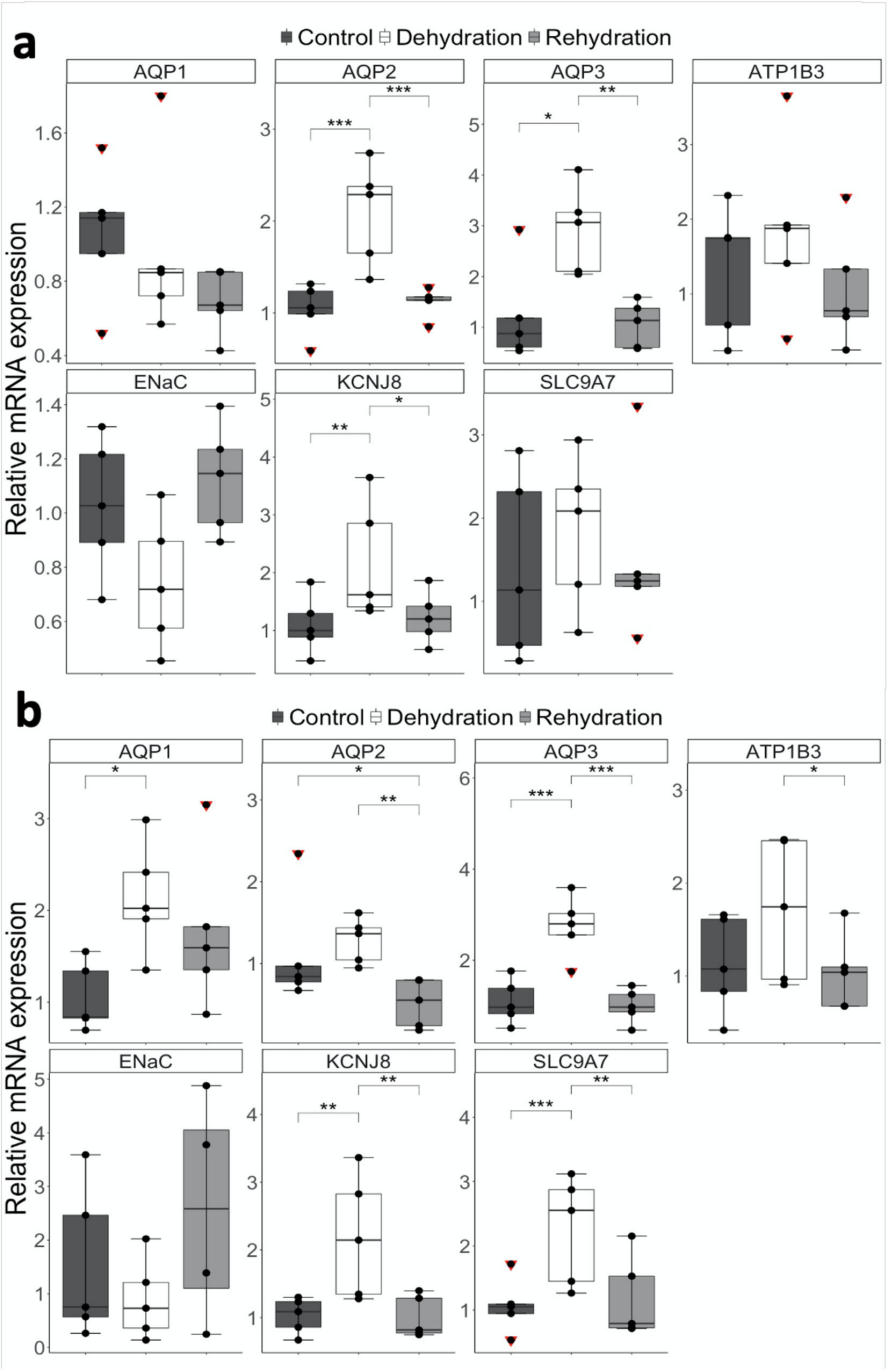
RT-qPCR validation of genes coding for ion transporters and aquaporins. Relative changes in gene expression of key genes involved in solute and water transport in the Arabian camel kidney **a** medulla and **b** cortex after severe dehydration and acute rehydration compared to controls. Comparison of the means by one-way ANOVA (Turkey’s post hoc correction). The boxplots are presented with the S.E.M. (*n* = 5), centre lines show median, box edges delineate 25th and 75th percentiles and bars extend to minimum and maximum values. Individual data points represent biologically independent samples and data points within red triangles denote outliers, all the outliers highlighted were included for the statistical analyses. ***p_adj_ < 0.001, **p_adj_ < 0.01, *p_adj_ < 0.05.

We further compared our RNAseq data with two of the most complete and up to date reviews of the urinary concentrating mechanism^37,56^ in order to elucidate whether other well-characterised ion/water transporters were differentially expressed in the Arabian camel during chronic dehydration and/or acute rehydration but did not reach the significance threshold (Table 2).

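Of the genes of Table 2, SLC12A7 (KCC4, ENSCDRG00005007851) and SLC9A3 (NHE3, ENSCDRG00005013790) could be paired with a gene identifier, and the other genes were not analysed here. SLC12A7 was at 33.9 ± 13.3, 49.0 ± 4.59 and 38.4 ± 13.4 CPM in the cortex and 33.5 ± 4.80, 31.4 ± 3.68 and 37.9 ± 6.20 CPM in the medulla in control, dehydrated and rehydrated camels (mean ± SD, n = 5 each). Its log2 fold change in dehydration was 0.54 in the cortex (adjusted p = 0.213 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.10 in the medulla (edgeR, adjusted p = 0.896). SLC9A3 had log2 fold changes in dehydration of 0.43 in the cortex (standard error 0.65; edgeR, adjusted p = 0.848) and -0.01 in the medulla (standard error 0.52; edgeR, adjusted p = 0.993), and the sign of the latter changed with the setting. In rehydration against control they were 1.33 in the cortex (edgeR, adjusted p = 0.567) and 0.05 in the medulla (edgeR, adjusted p = 0.986).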

**Table 2:** Other ion transporters and aquaporins with roles in the kidney.

Gene name	Gene symbols	Arabian camel									
		Cortex			Medulla			Fenton and Knepper			Sands and Layton
		Deh Vs Con	Reh Vs Con	Reh Vs Deh	Deh Vs Con	Reh Vs Con	Reh Vs Deh	Cortex	Medulla	Medulla	
Aquaporin 4	*AQP4*	ND	ND	ND	ND	ND	ND			X	
Chloride channel	*CLC-K2*	ND	ND	ND	ND	ND	ND	X	X		
Chloride channel	*CLC-K1*	ND	ND	ND	ND	ND	ND			X	
K^+^-Cl^−^ cotransporter	*KCC4*	=	=	=	=	=	=	X	X		
Na^+^-Cl^−^ cotransporter	*NCC/Slc12a3*	=	=	=	=	=	=	X			
NA^+^-H^+^ exchanger	*NHE3/Slc9a3*	=	=	=	=	=	=	X	X		
Na^+^-K^+^-2Cl^−^ cotransporter	*NKCC2*	=	=	=	=	=	=			X	

Comparison between our RNAseq data and two of the most complete reviews^37, 56^ of the urinary concentrating mechanisms of additional solute carriers and aquaporins with roles in the urine concentration process. The table shows transporters that have been previously described as important for the ability of the mammalian kidney to produce highly concentrated urine which are not differentially expressed in the one-humped Arabian camel.

=, no significant change; ND, not detected, X, mentioned previously in either or both reviews.

## Discussion

A plethora of adaptations to life in the desert have been described in desert-dwelling species. Recently, molecular and genomic approaches have started to unravel the underlying mechanisms of these adaptations^17,57–59^. The present study has revealed remarkable changes in the abundance of specific RNAs and proteins in the kidney of the one-humped Arabian camel during severe dehydration and subsequent acute rehydration. Gene Ontology analyses of dehydrated DEGs revealed an enrichment of the “cholesterol biosynthetic process” (GO:0008610) and the RNAseq and the proteomic data confirmed that key genes involved in the cholesterol biosynthesis pathway were overall downregulated. We further identified an enrichment of terms associated to “transmembrane transporter activity” (GO:0022857) in the kidney medulla. We confirmed that the expression of cholesterol biosynthesis genes was overall strongly suppressed in the cortex and the medulla using RT-qPCR, and further demonstrated that membrane cholesterol is reduced in the dromedary kidney during dehydration compared to controls. Taken together, our data suggest that the suppression of genes involved in cholesterol biosynthesis and the subsequent reduction in membrane cholesterol are a global response in the kidney of the one-humped Arabian camel to dehydration, affecting both cortical and medullary segments. Based on our hypothesis of a role for cholesterol during dehydration, we identified DEGs with known roles in the urinary concentrating process in the kidneys which were potentially affected by changes in the level of cholesterol in the cell/cell membrane. Thus, we further validated 4 genes coding for ion transporting proteins, namely *KCNJ8*, *SLC9A7*, *ATP1B3* and *ENaC*, and the genes coding for the water channels Aquaporin 1 (*AQP1*), Aquaporin 2 (*AQP2*) and Aquaporin 3 (*AQP3*). These genes showed overall upregulation during dehydration, except for *ENaC*.

Adaptive evolution occurs when advantageous features increase in population frequency in subsequent generations. Dehydration and excessive heat result in electrolyte imbalances. The major consequences are cell cycle arrest^60^, DNA degradation^61^, disruption of repair mechanisms^62^, oxidative stress^63,64^, disruption of transcription and translation^65^ and inhibition of protein folding^66^ which would ultimately result in cell death. Wu et al^17^ showed that rapidly evolving GO categories identified in genomics studies of the kidney of the Bactrian camel were associated with “DNA damage and repair” (GO:0006974, GO:0003684, GO:0006302) and “apoptosis” (GO:0006917, GO:0043066) as well as the regulation of “body fluid levels” (GO:0050878). Further, MacManes^67^ also showed upregulation of genes associated with both positive and negative regulation of apoptosis in the kidney of the Cactus mouse (*Peromyscus eremicus*), and argued that negative regulation of apoptosis may mitigate the effects of dehydration while prolonged stress and failure of survival mechanisms invoke apoptotic pathways. Therefore, developing mechanisms to avoid severe dehydration and prioritise water preservation is likely to be favoured in desert-dwelling animals, such as the one-humped Arabian camel, from an evolutionary point of view.

Previous research in the desert-adapted Cactus mouse has also revealed a significant downregulation of the cholesterol biosynthesis pathway. The author^67^ describes GO analysis of the 213 identified downregulated genes and suggests that acute dehydration is linked to lower expression of genes related to cholesterol biosynthesis. In this case, RNAseq data showed that *DHCR7* (*p* < 0.01; logFC = 0.56), *FDFT1* (*p* < 0.001; logFC = 0.77), *FDPS* (*p* < 0.0001; logFC = 0.0.92), *HMGCR* (*p* < 0.01; logFC = 0.58), *HMGCS1* (*p* < 0.01; logFC = 0.79), *LSS* (*p* < 0.0001; logFC = 1.08), *MVD* (*p* < 0.01; logFC = 0.70), *NSDHL* (*p* < 0.0001; logFC = 1.18) and *SQLE* (*p* < 0.0001; logFC = 1.41) were significantly downregulated in dehydrated animals, however, no validation was performed. Despite transcriptomic analysis having been carried out on other relevant species, such as the Bactrian camel^17^, the Olive mouse (*Abrothrix olivacea*)^58^ and the Banner-tailed kangaroo rat (*Dipodomys spectabilis*)^68^, data regarding the genes involved in the cholesterol biosynthesis pathway is, unfortunately, not publicly available. Further, recent attempts^69,70^ to study the transcriptomes of the Bactrian camel under severe dehydration yielded very limited results in terms of differentially expressed genes, thus preventing potential cross-comparisons. However, an enrichment of rapidly evolving genes involved in lipid/cholesterol metabolism has repeatedly been described in the literature^17,59,67,71,72^. Together, the data suggest that cholesterol metabolism may play a role during dehydration in the kidney of a variety of desert-adapted species. Further, it is reasonable to argue that it is yet another convergent evolutionary adaptation to cope with severe dehydration and its consequences, as it may play a role in facilitating the production of highly concentrated urine. However, variations in wild populations are likely so further research will be necessary to elucidate whether suppression of gene expression of genes involved in cholesterol biosynthesis is a widespread feature in desert-adapted mammals.

As our transcriptome data predicted changes in cholesterol content as a consequence of dehydration, we directly measured cholesterol in cortex and medulla of control, dehydrated and rehydrated kidneys. However, perfusing the kidneys was technically impossible during dissection, so blood was present in the tissue samples. Under normal conditions, plasma cholesterol in one-humped Arabian camels has been reported to be ~400 µg/ml (calculated from Mohri et al.^73^), and it was more than 30 times higher than that in male Bactrian camels according to Omidi et al.^74^, which would strongly affect the signal to noise ratio making it difficult to detect any inherent differences in the tissue. We confirmed this fact by later analyses of serum cholesterol showing values as high as 800 µg/ml. Thus, assuming that plasma membrane cholesterol would be the primary target according to our hypothesis, we quantified and visualised membrane cholesterol in the kidney of one-humped Arabian camels and confirmed that it is reduced during dehydration.

Several ion channels and transporters, including members of all major families, are regulated by changes in the level of cholesterol in the cell. The most common effect is suppression of channel activity by an increase in membrane cholesterol^75^. In general, three mechanisms have been proposed to account for the sensitivity of ion channels to cholesterol: (1) direct binding of a cholesterol molecule to the channel protein^76^, (2) an increase in the energetic cost of channel transitions between closed and open states due to an increase in the stiffness of lipid membrane bilayer^77–79^ and (3) association of the channels with other regulatory proteins^80,81^. Most of the channels studied seem to be suppressed by increasing levels of cholesterol, although some channel families are lipid raft-dependent and/or more active when levels of sterols are above normal^75,82–84^. It is also speculated that lipid depletion in the brain associated with aging and/or disease may lead to alterations in channel function^85^. Furthermore, it has been hypothesised that variations in cholesterol content in the neuron cell membrane can indirectly modulate Ca^+^ permeability in Alzheimer’s patients^85,86^.

Inwardly rectifying K^+^ channels are strongly affected by the levels of cholesterol. Although mostly investigated in Kir.2^82,84,87,88^ there is also evidence for Kir.6^88,89^, which is an alias for *KCNJ8*. Apparently, cholesterol affects the state of the ion channel by directly binding to the CD loop of the C-Terminus, which changes such state from active-inactive to silent^82^. We show a significant increase in the expression of *KCNJ8* in our RNAseq data, which was further validated by RT-qPCR, in both cortex and medulla after severe dehydration which is consistent with the results previously shown in Bactrian camel^17^ and Olive mouse^58,90^. K^+^ inwardly rectifiers are localised in the TAL and the cortical collecting duct (CCD) of the nephron^37^. In the TAL, they exert a fundamental task in pumping K^+^ ions from the cell into the lumen of the tubule as Na^+^ ions are continuously pumped in reverse fashion during the countercurrent multiplication process, thus, maintaining a relatively constant cytosolic concentration. In the CCD, these K^+^ channels regulate urinary potassium excretion and systemic balance. Both processes are regulated by the neuropeptide hormone arginine vasopressin (AVP)^91,92^, well-known to be secreted into the blood during dehydration in mammals^37,93^.

Moreover, it is now clear that Na^+^/H^+^ exchangers and Na^+^-K^+^−2Cl^−^ cotransporters are major Na^+^ absorptive pathways while NCC (Na^+^-Cl^−^ symporter) and ENaC (Sodium Channel Epithelial 1 Subunit Alpha) support their function in the distal nephron^37,41,42^. The major source of passive Na^+^ diffusion into cells is thought to arise from the Na^+^/H^+^ antiporters, such as the one coded by *SLC9A7*^37,94,95^, and the Na^+^-K^+^−2Cl^−^ cotransporter coded by *NKCC2*^41,96^. The former utilizes the energy stored in the Na^+^ concentration gradient to actively extrude H^+^ ions out of the cell and prevent the environment of the cytoplasm from becoming too acidic^97^. Furthermore, Haines^98^ established that both hydrogen and sodium ions leak through the lipid bilayer and proposed that cells use certain lipids to inhibit cation leakage through the membrane bilayers. It is assumed that Na^+^ leaks through the bilayer by a defect mechanism. For Na^+^ leakage in animal plasma membranes, the evidence suggests that cholesterol is a key inhibitor of Na^+^ leakage. Experiments have shown that it reduces Na^+^ and K^+^ leakage through lipid bilayers to approximately one-third of that in bilayers that lack the sterol. Moreover, cholesterol content of membranes has some correlation with extracellular [Na^+^]. For example, in intestinal epithelial cells, cholesterol occurs in higher concentration at the basolateral membranes facing blood than it does at the brush border membranes. The reverse is observed in renal epithelial cells where the basolateral membrane is facing blood, but the apical membrane is facing a slightly higher concentration of sodium to be excreted with the urine. The tight junctions of these cells act as a barrier preventing lateral diffusion of cholesterol between membrane domains. This suggests that the concentration of cholesterol in membrane lipids may be partly regulated by the Na^+^ concentration facing the membrane. Sodium ions also cross the tubule membrane via the paracellular pathway^99^ which is probably facilitated by the reduction of membrane rigidity resulting from lower cholesterol levels. We found that *SLC9A7* is significantly more expressed in the cortex during dehydration, where considerable amounts of Na^+^ and water are reabsorbed. This is also the case in the medulla, although the differences are significant only in the RNAseq data and could not be validated as such by RT-qPCR. Expression levels returned to baseline after rehydration. Again, similar findings were shown in Bactrian camel^17^ and Olive mouse^58,90^, where members of the SLC9 family were significantly overexpressed in cortex and medulla after dehydration. Interestingly, Na^+^/H^+^ antiporters colocalise with K^+^ inwardly rectifiers (KCNJ8) and Na^+^-K^+^-ATPase (ATP1B3) in the TAL of the Loop of Henle and with Na^+^-K^+^-ATPase (ATP1B3) in the inner medulla and proximal convoluted tubule^37^.

Further, early studies by Yeagle et al.^100^ showed that a 50–100% increase in the level of cholesterol inhibited Na^+^-K^+^-ATPase activity by 30–70%, although recent in vitro studies proved the opposite^101^. However, membrane cholesterol depletion is expected to increase membrane passive permeability to Na^+98^ which allows Na^+^ to flow into the cell, increasing the cytoplasmatic [Na^+^]. Because under physiological conditions cytosolic Na^+^-stimulated phosphorylation by ATP is a major rate-determining of the enzymatic cycle, cholesterol depletion should lead to Na^+^-K^+^-ATPase stimulation^97^. Thus, an indirect effect of cholesterol depletion seems to be important in the kidney during dehydration and whether or not cholesterol directly affects Na^+^-K^+^-ATPase activity may not be relevant. Wu et al.^17^ showed a significant increase in the expression of genes coding for ATPases after dehydration in Bactrian camel kidney which was also seen in Olive mice living in dry environments (e.g., Patagonian steppe)^58,90^. We also show an increase, although not significant, in the expression of *ATP1B3* after severe dehydration in both cortex and medulla. A major role of the Na^+^-K^+^-ATPase in the kidney is to prevent accumulation of the Na^+^ ions moving from the lumen of the Loop of Henle into the cell^41^, which would otherwise lead to an osmotic swelling^97^. This is supported by the localization of the ATPases in the kidney, which are found in the basolateral membrane of the TAL and  the CCD^37^.

Lastly, *AQP1* was significantly upregulated in the cortex during dehydration which is in accordance with previous investigations. It is widely accepted that AQP1 localises in both the apical and the basolateral membranes of the proximal tubules where it plays an essential role by reabsorbing water across the tubular cells^37,102,103^. Conversely, it remained unchanged in the medulla despite previous research showing that it localises in the tDL of long Loops of Henle in both model organisms^37,102,104^ and desert living species^103^. In the tDL, AQP1 exerts an important role in water reabsorption. As far as we know, there is no evidence of interaction between AQP1 and cholesterol. *AQP3* was significantly upregulated in both cortex and medulla during dehydration in Arabian camel. This is in agreement with previous investigations reporting expression of AQP3 in the basolateral membrane of the cortical^37^, outer and inner^102,104–106^ collecting ducts. At this location, AQP3 transports water from the cellular compartment into the interstitium, a process required to maximise the ability of the kidney to concentrate urine^107^. To the best of our knowledge, there is only one reference describing the interaction between AQP3 and cholesterol. The authors showed an increase in *Aqp3* expression in *DHCR24*^*−/*−^ mice, which is an enzyme that converts desmosterol to cholesterol. However, they further concluded that *Aqp3* expression in the kidney was equivalent in wild-type and knock-out mice, thus, this interaction seems to be specific to the epidermis^108^. The effects of the level of cholesterol on AQP2 are better characterised. Upon activation of water conservation mechanisms, AQP2 appears to localise mostly in the apical and basolateral membranes of the medullary collecting ducts^37,109–113^. Under resting conditions, AQP2 is found primarily in intracellular vesicles beneath the apical membrane. In response to AVP binding to the V2 receptor at the basolateral membrane, AQP2 is phosphorylated, a crucial event for the exocytosis of AQP2-bearing vesicles at the apical plasma membrane^114–116^. This process is more active in dromedaries during the summer, presumably in preparation for the more challenging conditions of this season^117^. AQP2 redistribution to the apical membrane has been closely correlated with a dramatic increase in membrane water permeability of the, otherwise nearly impermeable, collecting duct and is responsible for the water reabsorption in this segment of the nephron. Withdrawal of AVP triggers the endocytosis of AQP2-containing vesicles and restores the water-impermeable state of the apical membrane^118^. Interestingly, cholesterol depletion results in the accumulation of AQP2 in the cell membrane, an effect similar to that induced by AVP and potentially independent of its action^119^. Also, mild cholesterol depletion promoted a 3-fold increase of AQP2 at the apical membrane in MCD4 cells. An endocytosis assay proved that cholesterol depletion affects AQP2 endocytosis, thus, increasing its steady-state abundance at the apical plasma membrane^118^. We detected a significant increase in the expression of *AQP2* in the medulla after dehydration while a similar trend was detected in the cortex although not reaching the significance threshold due to the high inter-sample variability. Moreover, *AQP2* was within the top 3 most upregulated genes in the medulla and the cortex of the Bactrian camel^17^ and *AQP2* gene expression was suppressed during acute rehydration at the same time as the expression of cholesterol biosynthesis genes returned to control levels. Thus, a reduction in AVP levels together with cholesterol repletion would restore AQP2 endocytosis. This is consistent with the results shown by Procino et al. and Lu et al.^118,119^ in cholesterol depleted cell lines.

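In the medulla, the log2 fold change of AQP2 between dehydrated and control camels was 0.81 (standard error 0.22, adjusted p = 0.0555 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), short of the threshold. With DESeq2 the adjusted p-value was 0.0263, and over all alternatives it ranged from 0.0263 to 0.197. Without a single library, the adjusted p-value (edgeR) was 0.0202 without medulla control replicate 2 and 0.0166 without medulla dehydration replicate 1. In the cortex the log2 fold change was 0.22 (standard error 0.22; edgeR, adjusted p = 0.745). The fit uses a single dispersion per gene for both tissues, so these standard errors do not tell whether the camels differed more in the cortex. In CPM (mean ± SD), AQP2 in the cortex was at 199 ± 41.5 in control and 231 ± 41.2 in dehydrated camels. In the medulla it was at 286 ± 87.7 and 502 ± 177. In both conditions the SD was smaller in the cortex, also relative to the mean. For these counts, this argues against a larger spread in the cortex as the reason that AQP2 fell short there. The difference in spread was not tested, and the RT-qPCR values are not covered. The responses of the tissues did not differ at the threshold (edgeR test of the interaction, adjusted p = 0.705). From dehydration to rehydration AQP2 changed in the cortex by -0.79 (edgeR, adjusted p = 0.0572).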

Nevertheless, some limitations of this study must be addressed. Despite best efforts to minimize the time between slaughter and tissue harvesting, some samples were exposed longer at room temperature before freezing due to the size of the animals and the complexity of the dissection, potentially affecting the quality of the RNA. Moreover, the samples were kept frozen for a number of years. Again, the samples were carefully stored at −80 °C assuring maximum quality, but some degradation might have occurred. Nevertheless, RNA quality measured by Nanodrop matched our usual conventional laboratory standards and RINs were well within acceptable standards (Supplementary Table ST4). In fact, we believe that the majority of the variability accrue to the animals themselves. We detected differences in weight, with some animals being clearly heavier than others, which could alter the degree of response to dehydration. Further, despite all camels being in the age range of 4–5 years, the small variation could influence the ability to respond to dehydration^120^. Physical differences were obvious as well, with animals differing, for example, in colour. While coat colour per se is not expected to affect differential gene expression in the kidney, it is very well documented in the literature (see ‘Introduction’) that intense crossbreeding to give rise to dromedaries with specific characteristics is a common practise in the region, and colour is very often used to determine which animals are crossbred to each other. This could have some effects at a genetic level.

Furthermore, studies based on non-model species are expected to have high biological variance which adds considerable uncertainty to gene expression measurements regardless of the technology applied. In order to mitigate biased estimations of gene expression, the Encyclopaedia of DNA Elements Consortium (ENCODE) guidelines recommend at least two biological replicates and 30 million paired-end reads per sample for studies of human RNAseq data. However, it has been shown that sequencing efforts in the range of 5–20 million mapped reads per sample provide sufficient depth to accurately quantify gene expression. Previous statistical research has shown that even a minor increase in sample size provides the greatest power for differential expression analysis from RNAseq data, and that was a key aim of our experimental design since DESeq2 depends on accurately modelling biological variance. When sample sizes are small (≤3 biological replicates per condition), this method suffers from high false-positive rates. In such cases, even a small increase in sample size can significantly improve experimental power and the accuracy of detecting DEGs (for review, see ref. ^121^). We used Lamorte’s power calculation to calculate the sample size assuming a minimum power of 0.8. In addition, we adhere to the general guidelines mentioned above and stay well above the recommended 5–20 million reads per sample and the minimum sample size.

However, we acknowledge that variability between some of the ΔΔC_t_ values is higher than we would have liked. The reason behind is the strong variability in gene expression between biological replicates which results in a wide range of C_t_ values shown within each experimental group. Assuming low C_t_ variability, average ΔΔC_t_ for control animals always trends to 1, however, large variability within this group results in elevated average ΔΔC_t_ values after log transformation which utterly affects calculations of differential gene expression. Anyway, this is consistent with the transcriptomic data, where large variation in the number of reads is also shown. In addition, caveats regarding the protein extraction protocol need to be addressed. Despite the protocol we used being routinely used, the speed of centrifugation eliminates most of the debris but inevitably precipitates a small subset of the protein fraction as well. On the other hand, RIPA buffer is widely utilised to solubilise proteins but, again, a fraction of them is insoluble in this buffer. Either of these subsets would not be detected by mass spectrometry, thus, we could not have analysed these proteins. Regardless of the above, later attempts to quantitatively assess differential gene expression in dehydrated and rehydrated animals from RT-qPCR results would lack reliability. However, it was not the intention of the authors to do so, but solely validate, using an independent method, our RNAseq data. Together, these challenges should be understood as an unavoidable limitation of doing research with non-model species and we are confident to say that the variability shown in these experiments is due to biological differences rather than technical bias and, therefore, we are confident with the results presented here.

In this study, we have comprehensively described the transcriptomes and proteomes of the one-humped Arabian camel kidney cortex and medulla during severe dehydration and subsequent acute rehydration. We then analysed differential gene and protein expression and observed an enrichment of genes involved in the cholesterol biosynthesis pathway. Our datasets suggested a suppression of the cholesterol biosynthesis pathway. Based on our hypothesis of a role for cholesterol during dehydration we further validated genes coding for enzymes involved in the cholesterol biosynthesis pathway and DEGs encoding ion and water transporting proteins and established potential interactions. Taking all data into account, we argue that ion/water transport in the kidney of dehydrated camels may be indirectly enhanced by the suppression of the cholesterol biosynthetic process, and the subsequent reduction in membrane cholesterol. Cholesterol depletion would increase the activity/abundance of important ion and water transporters throughout the kidney nephron, including the convoluted tubules and the cortical collecting ducts as well as segments of the medulla involved in generating the single effect in the TAL of the Loop of Henle^37^, which facilitates the successive countercurrent multiplication process that takes place in the kidney (Fig. 8). A decrease in the level of membrane cholesterol would allow a larger diffusion of Na^+^ ions from the tubule lumen into the cell, such increase in Na^+^ concentration would be compensated by the increasing amount of K^+^ inwardly rectifiers excreting K^+^ ions into the lumen, thus maintaining relative osmotic pressure within the cell. Both processes benefit from some degree of cholesterol depletion. Lastly, the increased cytosolic Na^+^ concentration would stimulate ATPase activity which would pump those Na^+^ ions into the interstitium, creating the osmotic gradient widely described as the single effect (for review, see ref. ^37^). Subsequently, water would be dragged following the osmotic gradient from the tDL and collecting ducts through, among others, the highly expressed AQP2, and reabsorbed through the vasa recta, consequently increasing urine concentration, a process well-known to be regulated by AVP^37,40,41,93,109,116^. Nevertheless, we acknowledge that further research, perhaps repeating similar studies after microdissecting the kidney nephron, will be necessary to precisely localise where these changes in the level of cholesterol are most prominent within the camel nephron.

**Fig. 8:**
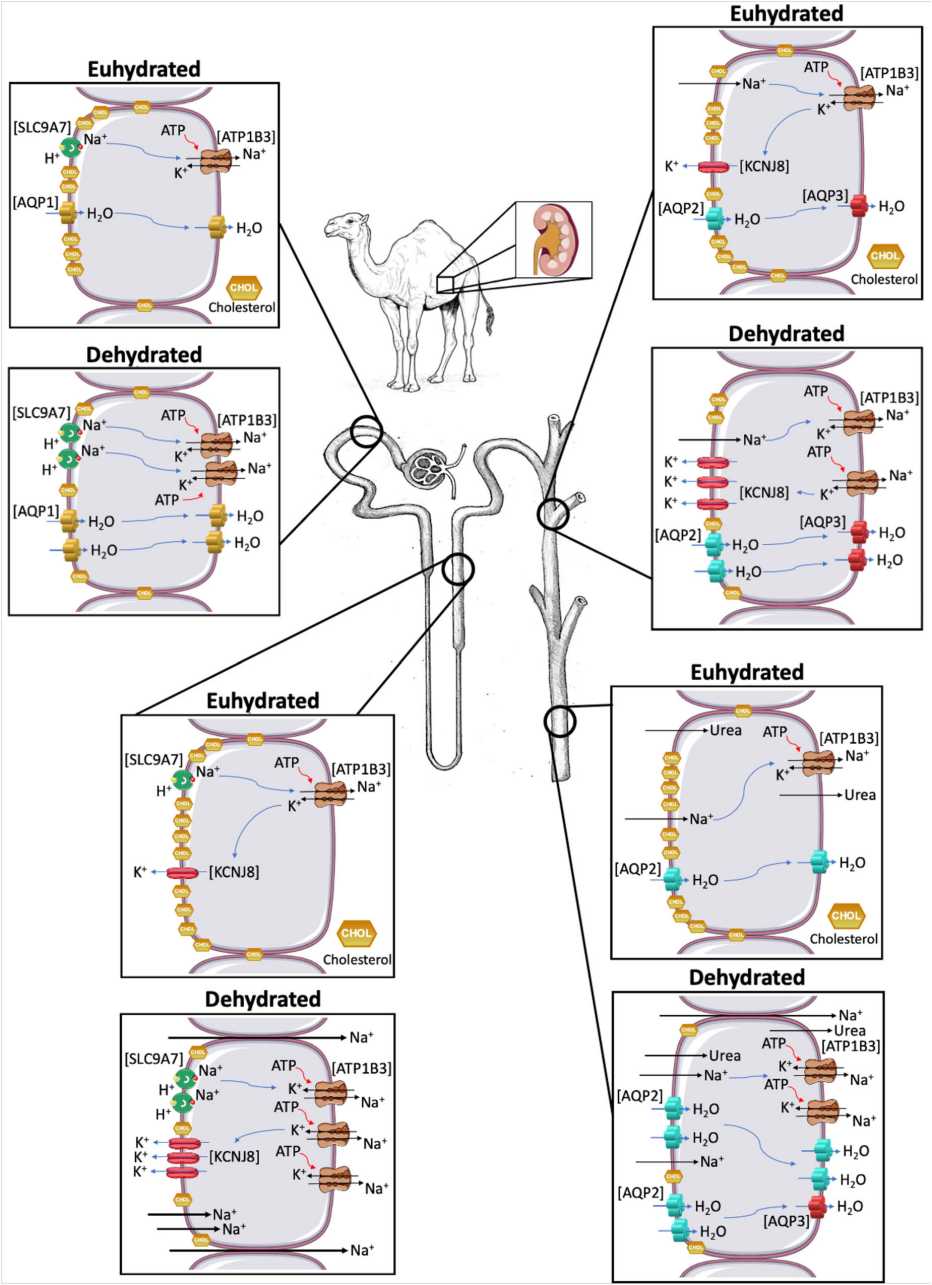
Ion and water transport in the kidney. Schematic representation of the changes in transcellular movement of ions and water in the kidney between euhydrated and dehydrated dromedaries as a result of an increase in the abundance/activity of ion and water transporters facilitated by a partial depletion of cholesterol. Tubule lumen of the cell is on the left side of the cell diagrams whereas the interstitium is on the right side. All icons were freely available to download, modify and use in scientific publications from SMART Servier Medical Art under the terms of the Creative Commons Attribution 4.0 International License (https://smart.servier.com/) and from REACTOME under the Creative Commons Attribution 3.0 Unported License (https://reactome.org/icon-lib).

## Methods

### Animals

Nineteen male dromedary camels aged 4–5 years, body weight range 276–416 kg, were used in the present study. The camels were supplied with alfalfa hay as feed and ranch-housed in the United Arab Emirates. Veterinary supervision was provided throughout the experimental period and no signs of distress or illness were identified. After a short adaptive period, the camels were divided into three groups, control (*n* = 5), dehydrated (*n* = 8) and rehydrated (*n* = 6). The control group had free access to food and water during the entire experimental period. The dehydrated group was water-deprived but had ad libitum access to food for 20 days. Meanwhile, the rehydrated group was subjected to the same protocol as the dehydrated animals followed by ad libitum water supply for 3 additional days. After the experimental period, the camels were sacrificed in the local central abattoir for human consumption in April 2016. Kidney samples were harvested within 1 h after killing the animals, immediately frozen in liquid nitrogen and kept at −80 °C for later physiological, histological, morphological and molecular analysis. Samples were shipped frozen on dry ice to the University of Bristol under the auspices of a DEFRA Import Licence (TARP/2016/063). This study was approved by the Animal Ethics Committee of the United Arab Emirates University (approval ID: AE/15/38) and the University of Bristol Animal Welfare and Ethical Review Board.

### Transcriptomic analysis

Total RNA was extracted from fresh frozen kidney medulla and cortex of 5 control, 5 dehydrated and 5 rehydrated camels (for a total of 30 samples). These 15 animals were randomly selected out of the 19 animals included in the experimental set up while the remaining 4 were used for preliminary analyses only. Frozen tissue was added to a pre-cooled mortar containing a small volume of liquid nitrogen. Tissue was then grounded to a fine powder using a pestle and the nitrogen was allowed to evaporate. The powdered tissue was placed into pre-chilled tubes on dry ice and stored at −80 °C. For RNA extraction, 1 ml of Qiazol (79306, Qiagen) was added to 100 mg of powdered tissue, then immediately vortexed for 2 min, then incubated on ice for 10 min. Lysed samples were spun at 12,000 × *g* for 10 min at 4 °C and the supernatant was transferred to a new tube. 1/5 volume Chloroform (22711.244, VWR) was added to each sample and vortexed for 15 s. Samples were then spun at 12,000 × *g* for 15 min at 4 °C. Three hundred and fifty microliters of the upper phase was removed and mixed with an equal volume of absolute ethanol. RNA was extracted using ZymoTM Direct-Zol RNA miniprep (Zymo Research) as per the manufacturer’s instructions. Total RNA concentration and 260/280 ratios were measured using a Nanodrop 2000c (Thermo Scientific). Illumina Sequencing was performed by Bristol Genomics Facility, University of Bristol, using the poly-A selection method for library preparation and the Illumina NextSeq500 system. RIN were 8.1 ± 0.5, 7.7 ± 0.2 and 7.6 ± 0.6 for control, dehydrated and rehydrated cortex samples, and 8.5 ± 0.5, 8.8 ± 0.2 and 8.7 ± 0.4 for control, dehydrated and rehydrated medulla samples, respectively (Supplementary Table ST4). No statistical differences were found between conditions, so we assume no bias towards specific groups.

An in-house computer (Dell PowerEd geR820 12 core personal supercomputer equipped with 512GB RAM and 12x1TB HDD) was used to process sequencing data using a bespoke pipeline. First, reads were trimmed of adaptor sequences using BBDuk tool followed by FastQC^122^ quality control. STAR^123^ was used to map reads using default settings to the publicly available *Camelus dromedarius* genome assembly GCA_000803125.2 (CamDro2) downloaded from the Ensembl 100 database^124^. Mapped reads were summarised using FeatureCounts^125^ grouping to gene identifiers. DESeq2^126^ in Rv3.6.1^127^ was used to estimate differential expression of genes between conditions.

### Proteomic analysis

The same camel kidneys selected for transcriptomic analysis were used for proteomic analysis. Protein extraction was carried out by adding 10 μl of extraction buffer with protease inhibitors per mg of frozen grounded sample to lyse cells. Extraction buffer with protease inhibitors consisted of 0.1 μl protease inhibitor (P8340, Sigma, 100x in DMSO), 0.1 μl Phenylmethanefonyl Flouride (P7626, Sigma, 100x in EtOH), 1 μl phosphatase inhibitor (PhosSTOP 04906837001, Roche, 10x in RIPA), and 8.8 μl RIPA buffer. The mixture was vortexed at a high speed for 1 min then incubated on ice for 30 min. Lysed samples were spun at 12,000 × *g* for 20 min at 4 °C to retain only proteins in the supernatant. Then supernatant was transferred to a fresh tube. Colorimetric-based Bradford assay was used to measure protein concentration^128,129^.

Relative peptide abundance was measured using tandem mass tagging mass spectrometry (TMT-MS) performed at the Bristol Proteomics Facility, University of Bristol. TMT-MS is a quantitative proteomic approach which allows comparison of protein abundance between multiple samples in a single experiment. Briefly, samples were digested and labelled with a set of amine-specific isobaric tags to obtain differentially labelled peptides of identical mass. Samples were then pooled and fractionated by chromatography and later analysed by nano-LC MS/MS using a Orbitrap Fusion Tribrid mass spectrometer. Quantification of peptides by mass spectrometry in each sample was compared to a pooled sample total to give a peptide abundance ratio. Proteome Discoverer v2.1 software was used to filter the data with a 5% FDR cut off and remove any contaminants identified. Normalisation to total protein content of each sample was performed for the final protein abundance ration. Differential protein expression was calculated using the DEqMS R package^130^ using log-transformed and median normalised protein abundance ratio values.

### Gene validation

We validated key genes involved in the cholesterol biosynthesis pathway as well as ion and water transporters by RT-qPCR. Total RNA was extracted as mentioned above. cDNA was synthesised (GoScriptTM Reverse Transcriptase, Promega) from 700 ng of total RNA following the manufacturer’s protocol. RT-qPCRs were run using StepOne real-time qPCR system (Thermo Fisher Scientific) using PowerUp SYBR Green Master Mix (Thermo Fisher Scientific) in 10 μl reactions (final volume). We designed transcript-specific primer pairs using Primer-BLAST (NCBI)^131^ (Supplementary Table ST5) and a dromedary reference genome (accession No.: PRJNA310822). We generated standard curves for each primer pair from serial dilutions (2-fold) and calculated *R*^2^ and reaction efficiencies using the equation *E* = 10−(1/slope)−1^132^. We finally determined transcription levels of these genes by calculating ΔΔC_t_ change corrected for reaction efficiency. We used PPIA as housekeeping gene after we shortlisted potential candidates^133^.

### Cholesterol analysis

Measurements of the levels of cholesterol in kidney tissue were performed at the Bristol Metabolomics Facility, University of Bristol. We used the same samples as for the transcriptomic and proteomic analyses and the RT-qPCR validation. A sample of 100–250 mg of frozen powdered tissue was provided to the Metabolomics Facility and the analyses were carried out using Cholesterol/Cholesterol Ester-Glo™ Assay kit (Promega) following manufacturer’s protocol. Briefly, samples were weighed into Eppendorf tubes and freeze-dried overnight. Dry weight was recorded. Separately, a cholesterol standard at 80 µM was prepared by diluting 1 µl of cholesterol standard (20 mM) in 249 µl of lysis solution. Further standards at 20, 40 and 60 µM were prepared by further dilutions with lysis solution (*R*^2^ > 0.99). Then, 100 µl of thawed and mixed lysis solution was added to each sample, and samples were incubated in a water bath at 37 °C for 30 min. Twenty microliters of each sample and standards were transferred to a 96-well white-walled assay plate together with 20 µl of Cholesterol Detection Reagent with esterase. Samples were incubated at room temperature for 1 h and the luminescence was recorded immediately after using a plate-reading luminometer. Total cholesterol is calculated by comparison of the luminescence of standards.

Serum cholesterol was measured using a fully automatic chemistry analyser (Roche/Hitachi Cobas c 311, USA). Blood samples were collected in plain vacutainers via jugular venipuncture, without apparent discomfort to the camels, between 8:00 and 9:00 am. The blood was allowed to clot for 30 min at room temperature and then, serum separated by centrifugation at 1790 × *g* (Allegra X-15R Centrifuge, Beckman Coulter) for 10 min. Aliquots were transferred to clean vials and kept at −80 °C for later analyses. Serum was incubated with cholesterol esterase to yield free cholesterol. Then, cholesterol oxidase was added to catalyse the oxidation of cholesterol to cholest-4-en-3-one and H_2_O_2_. In the presence of peroxidase, H_2_O_2_ triggers the oxidative coupling of phenol and 4-aminophenazone to form a red quinone-imine dye. The intensity of the dye, which is directly proportional to the cholesterol concentration, was measured in a colorimeter at 700:505 nm.

Membrane cholesterol was quantified using a colorimetric-based Cholesterol/Cholesteryl Ester Quantification Assay kit (Abcam; ab65359). Briefly, the crude membrane fraction was enriched using a modified version of the plasma membrane isolation method described by Suski et al.^134^. Further fractionation of the crude plasma membrane fraction was not required since organelle membranes are well-known to be devoid of cholesterol^135,136^. Thus, we homogenised 1 g of ground kidney (cortex and medulla) tissue in 8 ml of isolation buffer 1 (IB-1 buffer) by vortexing and then proceeded with the protocol as described by the authors. Firstly, we centrifuged the homogenate at 800 × *g* and 4 °C for 5 min (Sorvall Legend RT), this step was repeated with the supernatant. Then, we performed 2 centrifugations at 10,000 × *g* and 4 °C for 10 min (Heraeus Biofuge Fresco) and discarded the pellets. Finally, the supernatant was spun 2 more times at 25,000 × *g* and 4 °C for 30 min (Beckman Coulter Optima^TM^ LE-80K Ultracentrifuge) to pellet the membranes. A 100 µl aliquot of the crude membrane fraction resuspended in 1 ml of starting buffer (SB buffer) was kept after the first 25,000×*g* centrifugation for the quantification of membrane protein. Crude plasma membranes where immediately resuspended in 200 µl of Chloroform:Isopropanol:NP-40 (7:11:0.1) for cholesterol extraction and spun at 15,000 × *g* for 10 min at 4 °C. The liquid, organic phase was transferred to a clean tube. The samples were air-dried at 50 °C for 15 min to evaporate the chloroform and the organic solvent was removed using a mild N_2_ stream. Samples were then dissolved in 155 µl of assay buffer. Reaction wells and the reaction mix were prepared as per the manufacturer’s protocol using 50 µl of sample and 50 µl of reaction mix and measured in a colorimeter in duplicates, together with the standards, at OD570 nm. The amount of cholesterol was normalised against the amount of membrane protein which was quantified using the Bradford assay.

We further used Filipin III (Santa Cruz Biotechnology) staining for cholesterol visualization. Kidney, frozen sections of 20 µm were washed in PBS, stained with Filipin III for 30 min and then rewashed with PBS two more times. The slides were air-dried protected from light to avoid bleaching and then mounted using ProLong Gold^TM^ antifade reagent (Invitrogen). The slides were examined in a widefield microscope (Leica DMI8 with CODEX, Leica). No signs of bleaching were detected. To facilitate sample comparison, intensity surface plots were rendered using a FIRE LUT and the surface plot tool in ImageJ.

### Statistics and reproducibility

Benjamini–Hochberg was used to calculate significance levels in differential gene expression analysis. An independent *t*-test was used to compare peptide abundance ratios between conditions. These were corrected for multiple testing using a Benjamini–Hochberg adjustment. Differentially expressed genes (DEGs) are defined as those showing significant differential expression between two conditions, where significance threshold is reached when the adjusted *p* value is below 0.05. The same applies to the differentially expressed proteins (DEPs). Statistical significance between RT-qPCR experimental groups was calculated using one-way ANOVA with Turkey’s post hoc test for multiple pairwise comparisons. Same analyses were used to assess significant differences in the levels of cholesterol. Alternatively, we used Kruskal–Wallis test combined with Benjamini–Hochberg method for groups which followed non-normal distribution. All the outliers highlighted in the boxplots were included for the statistical analyses and the source data is available in Supplementary Data 9. Samples sizes (*n*) are described in the main text for every experiment/analysis. RT-qPCRs and cholesterol measurements for every individual sample were run in duplicates. All statistical tests were run using R software. *p*_adj_ < 0.05 was considered significant except for the analyses of the expression profiles where a threshold of *p*_adj_ = 0.01 was used.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Transparent Peer Review File

Supplementary Information

Description of Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Reporting Summary

## Data Availability

The data underlying the transcriptomic analyses, including raw FASTQ files, bulk RNAseq counts, DESeq2 data and project metadata, have been deposited in NCBI’s Gene Expression Omnibus^137^ and are accessible through GEO Series accession number GSE173683. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE^138^ partner repository and can be accessed with the accession number PXD025644. Source data underlying figures are presented in Supplementary Data 8. All other data are available from the corresponding authors upon reasonable request.

# Supplementary material for: Multiomic analysis of the Arabian camel (Camelus dromedarius) kidney reveals a role for cholesterol in water conservation
**Source:** Commun Biol. 2021 Jun 23;4:779. doi: 10.1038/s42003-021-02327-3
**Supplement:** Supplementary file 2 — Supplementary Information

# **Multiomic analysis of the Arabian camel (*Camelus dromedarius*) kidney reveals a role for cholesterol in water conservation**

*Fernando Alvira-Iraizoz<sup>1\*</sup>, Benjamin T. Gillard<sup>1\*</sup>, Panjiao Lin<sup>1</sup>, Alex Paterson<sup>1</sup>, Audrys G. Pauža<sup>1</sup>, Mahmoud A. Ali<sup>2</sup>, Ammar H. Alabsi<sup>3</sup>, Pamela A. Burger<sup>4</sup>, Naserddine Hamadi<sup>5</sup>, Abdu Adem<sup>2,6†</sup>, David Murphy<sup>1†</sup>, Michael P. Greenwood<sup>1†</sup>*

*\*These authors contributed equally*

*†These authors jointly supervised this work*

## Supplementary material

**Supplementary Table ST1. RNAseq baseMean comparison.** baseMean comparison (median, mean, maximum and minimum) between all transcripts detected in the medulla and the cortex. These parameters are also shown for transcripts that were detected in both transcriptomes and proteomes and for those only detected in the transcriptomes. baseMean Median and mean were higher in the medulla than in the cortex. It is worth noting that only the more expressed transcripts were detectable at both RNA and protein level as depicted by the lower median and mean for transcripts detected in both transcriptomes and proteomes.

|                                       | Median    | Mean      | Max      | Min        |
|---------------------------------------|-----------|-----------|----------|------------|
| Medulla (All)                         | 155.0786  | 886.8889  | 358096.8 | 0.0544388  |
| Medulla (PROT/RNA detectable overlap) | 1015.4245 | 2310.2026 | 358096.8 | 0.0544388  |
| Medulla (RNA detectable only)         | 47.42056  | 337.8154  | 49501.34 | 0.0544388  |
| Cortex (All)                          | 76.18482  | 770.068   | 488256.1 | 0.01360063 |
| Cortex (PROT/RNA detectable overlap)  | 666.25812 | 2016.088  | 488256.1 | 0.01360063 |
| Cortex (RNA detectable only)          | 19.20731  | 232.4503  | 44562.56 | 0.01360063 |

**Supplementary Table ST2. RNAseq and proteomic data.** Differential gene and protein expression of enzymes involved in the cholesterol biosynthesis pathway, ion transporters and AQP2 in the one-humped Arabian camel kidney. Pairwise comparisons between control, dehydration and dehydration are shown for both cortex and medulla. (UP-REG\* - significantly upregulated, DOWN-REG\* - significantly downregulated, Non-Sig – non-significantly changed, NA – not detected by mass spectrometry; Benjamini-Hochberg  $p_{adj} < 0.05$  was considered significant).

|         | Arabian Camel         |           |                          |           |                       |           |                       |           |                          |           |                       |           |
|---------|-----------------------|-----------|--------------------------|-----------|-----------------------|-----------|-----------------------|-----------|--------------------------|-----------|-----------------------|-----------|
|         | RNA                   |           |                          |           |                       |           | PROT                  |           |                          |           |                       |           |
|         | Dehydrated vs Control |           | Rehydrated vs Dehydrated |           | Rehydrated vs Control |           | Dehydrated vs Control |           | Rehydrated vs Dehydrated |           | Rehydrated vs Control |           |
|         | CORTEX                | MEDULLA   | CORTEX                   | MEDULLA   | CORTEX                | MEDULLA   | CORTEX                | MEDULLA   | CORTEX                   | MEDULLA   | CORTEX                | MEDULLA   |
| ACAT2   | Non-Sig               | DOWN-REG* | Non-Sig                  | UP-REG*   | Non-Sig               | DOWN-REG* | Non-Sig               | Non-Sig   | Non-Sig                  | DOWN-REG* | Non-Sig               | DOWN-REG* |
| CYP51A1 | DOWN-REG*             | DOWN-REG* | Non-Sig                  | UP-REG*   | Non-Sig               | Non-Sig   | DOWN-REG*             | DOWN-REG* | Non-Sig                  | UP-REG*   | DOWN-REG*             | Non-Sig   |
| DHCR24  | DOWN-REG*             | DOWN-REG* | UP-REG*                  | UP-REG*   | Non-Sig               | DOWN-REG* | NA                    | NA        | NA                       | NA        | NA                    | NA        |
| DHCR7   | DOWN-REG*             | DOWN-REG* | UP-REG*                  | UP-REG*   | Non-Sig               | Non-Sig   | DOWN-REG*             | DOWN-REG* | Non-Sig                  | UP-REG*   | DOWN-REG*             | Non-Sig   |
| FDFT1   | Non-Sig               | DOWN-REG* | Non-Sig                  | Non-Sig   | Non-Sig               | Non-Sig   | NA                    | NA        | NA                       | NA        | NA                    | NA        |
| FDPS    | DOWN-REG*             | DOWN-REG* | UP-REG*                  | UP-REG*   | Non-Sig               | Non-Sig   | DOWN-REG*             | DOWN-REG* | Non-Sig                  | Non-Sig   | DOWN-REG*             | DOWN-REG* |
| HMGCR   | DOWN-REG*             | DOWN-REG* | UP-REG*                  | UP-REG*   | Non-Sig               | Non-Sig   | DOWN-REG*             | Non-Sig   | UP-REG*                  | Non-Sig   | Non-Sig               | Non-Sig   |
| HMGCS1  | DOWN-REG*             | DOWN-REG* | UP-REG*                  | UP-REG*   | Non-Sig               | Non-Sig   | DOWN-REG*             | DOWN-REG* | UP-REG*                  | UP-REG*   | Non-Sig               | Non-Sig   |
| LSS     | DOWN-REG*             | DOWN-REG* | UP-REG*                  | UP-REG*   | Non-Sig               | Non-Sig   | DOWN-REG*             | DOWN-REG* | Non-Sig                  | Non-Sig   | DOWN-REG*             | DOWN-REG* |
| MVD     | Non-Sig               | DOWN-REG* | Non-Sig                  | UP-REG*   | Non-Sig               | Non-Sig   | NA                    | NA        | NA                       | NA        | NA                    | NA        |
| MVK     | DOWN-REG*             | DOWN-REG* | Non-Sig                  | UP-REG*   | Non-Sig               | Non-Sig   | Non-Sig               | Non-Sig   | Non-Sig                  | Non-Sig   | Non-Sig               | DOWN-REG* |
| NSDHL   | DOWN-REG*             | DOWN-REG* | Non-Sig                  | UP-REG*   | Non-Sig               | Non-Sig   | DOWN-REG*             | DOWN-REG* | Non-Sig                  | Non-Sig   | DOWN-REG*             | DOWN-REG* |
| PMVK    | Non-Sig               | DOWN-REG* | Non-Sig                  | Non-Sig   | Non-Sig               | Non-Sig   | DOWN-REG*             | Non-Sig   | Non-Sig                  | DOWN-REG* | DOWN-REG*             | DOWN-REG* |
| SQLE    | DOWN-REG*             | DOWN-REG* | UP-REG*                  | UP-REG*   | Non-Sig               | Non-Sig   | DOWN-REG*             | Non-Sig   | Non-Sig                  | UP-REG*   | DOWN-REG*             | DOWN-REG* |
| AQP1    | UP-REG*               | Non-Sig   | Non-Sig                  | Non-Sig   | UP-REG*               | Non-Sig   | NA                    | NA        | NA                       | NA        | NA                    | NA        |
| AQP2    | Non-Sig               | UP-REG*   | DOWN-REG*                | Non-Sig   | Non-Sig               | Non-Sig   | NA                    | NA        | NA                       | NA        | NA                    | NA        |
| AQP3    | UP-REG*               | Non-Sig   | DOWN-REG*                | Non-Sig   | Non-Sig               | Non-Sig   | NA                    | NA        | NA                       | NA        | NA                    | NA        |
| ATP1B3  | Non-Sig               | Non-Sig   | DOWN-REG*                | DOWN-REG* | Non-Sig               | Non-Sig   | UP-REG*               | Non-Sig   | DOWN-REG*                | Non-Sig   | Non-Sig               | Non-Sig   |
| ENaC    | Non-Sig               | Non-Sig   | Non-Sig                  | Non-Sig   | Non-Sig               | Non-Sig   | NA                    | NA        | NA                       | NA        | NA                    | NA        |
| KCNJ8   | UP-REG*               | UP-REG*   | DOWN-REG*                | Non-Sig   | Non-Sig               | Non-Sig   | NA                    | NA        | NA                       | NA        | NA                    | NA        |
| SLC9A7  | Non-Sig               | Non-Sig   | Non-Sig                  | Non-Sig   | Non-Sig               | Non-Sig   | NA                    | NA        | NA                       | NA        | NA                    | NA        |

**Supplementary Table ST3. RT-qPCR validations.** Mean  $\pm$ SD (n = 5) fold changes for key genes involved in the cholesterol biosynthesis pathway, genes coding for ion transporters and aquaporins in the Arabian camel kidney medulla and cortex. Comparisons between control and dehydration/rehydration were done using ANOVA with Turkey's post hoc test. \*\*\*  $p_{\text{adj}} < 0.001$ , \*\*  $p_{\text{adj}} < 0.01$ , \*  $p_{\text{adj}} < 0.05$ .

|         | Medulla |          |                         |          |                         |          | Cortex  |          |                         |          |                         |          |
|---------|---------|----------|-------------------------|----------|-------------------------|----------|---------|----------|-------------------------|----------|-------------------------|----------|
|         | Control |          | Dehydration Vs. Control |          | Rehydration Vs. Control |          | Control |          | Dehydration Vs. Control |          | Rehydration Vs. Control |          |
|         | Mean    | $\pm$ SD | Mean                    | $\pm$ SD | Mean                    | $\pm$ SD | Mean    | $\pm$ SD | Mean                    | $\pm$ SD | Mean                    | $\pm$ SD |
| ACAT2   | 1.35    | 1.04     | *0.41                   | 0.26     | *0.57                   | 0.54     | 1.98    | 2.58     | 1.54                    | 0.93     | 2.92                    | 2.89     |
| CYP51A1 | 1.24    | 0.87     | *0.42                   | 0.21     | 0.87                    | 0.70     | 1.19    | 0.55     | 0.82                    | 0.44     | 1.21                    | 0.37     |
| DHCR24  | 1.12    | 0.64     | ***0.2                  | 0.07     | *0.68                   | 0.20     | 1.31    | 0.90     | **0.24                  | 0.24     | 0.66                    | 0.67     |
| DHCR7   | 1.01    | 0.16     | ***0.43                 | 0.09     | 0.96                    | 0.24     | 1.01    | 0.16     | **0.49                  | 0.15     | 1.21                    | 0.56     |
| FDFT1   | 1.11    | 0.52     | 0.73                    | 0.26     | 1.48                    | 0.14     | 1.01    | 0.17     | 0.80                    | 0.28     | 1.54                    | 1.02     |
| FDPS    | 1.28    | 0.80     | 0.87                    | 0.64     | 0.72                    | 0.31     | 1.10    | 0.48     | 1.11                    | 0.48     | 0.84                    | 0.27     |
| HMGCR   | 1.13    | 0.58     | ***0.38                 | 0.22     | **1.75                  | 0.28     | 1.02    | 0.20     | ***0.43                 | 0.11     | 1.84                    | 1.71     |
| HMGCS1  | 1.30    | 0.91     | **0.42                  | 0.23     | 0.83                    | 0.35     | 1.15    | 0.58     | 0.75                    | 0.26     | 1.27                    | 0.34     |
| LSS     | 1.10    | 0.47     | ***0.39                 | 0.20     | 1.42                    | 0.37     | 1.01    | 0.18     | ***0.42                 | 0.14     | 1.65                    | 1.49     |
| MVD     | 1.08    | 0.42     | *0.51                   | 0.35     | 0.93                    | 0.47     | 1.14    | 0.66     | 0.74                    | 0.30     | 1.40                    | 0.43     |
| MVK     | 2.03    | 2.15     | 0.45                    | 0.29     | 0.44                    | 0.33     | 2.51    | 3.15     | 2.04                    | 1.36     | 5.07                    | 5.21     |
| NSDHL   | 1.34    | 1.00     | *0.38                   | 0.20     | *0.54                   | 0.52     | 2.50    | 3.60     | 1.80                    | 1.39     | 4.14                    | 3.65     |
| PMVK    | 1.40    | 1.09     | *0.37                   | 0.24     | *0.44                   | 0.39     | 1.36    | 1.03     | 0.91                    | 0.48     | 1.24                    | 0.47     |
| SQLE    | 1.03    | 0.29     | ***0.34                 | 0.12     | 0.69                    | 0.46     | 1.03    | 0.25     | ***0.28                 | 0.19     | 0.83                    | 0.37     |
| AQP1    | 1.06    | 0.37     | 0.96                    | 0.48     | 0.69                    | 0.18     | 1.05    | 0.37     | *2.13                   | 0.61     | 1.76                    | 0.86     |
| AQP2    | 1.04    | 0.27     | ***2.08                 | 0.53     | 1.12                    | 0.15     | 1.12    | 0.65     | 1.28                    | 0.26     | *0.52                   | 0.28     |
| AQP3    | 1.23    | 0.98     | *2.92                   | 0.86     | 1.06                    | 0.45     | 1.09    | 0.49     | ***2.74                 | 0.68     | 1.00                    | 0.38     |
| ATP1B3  | 1.40    | 0.83     | 1.84                    | 1.11     | 1.53                    | 0.74     | 1.07    | 0.50     | 2.25                    | 0.72     | 1.18                    | 0.39     |
| ENaC    | 1.03    | 0.25     | 0.74                    | 0.25     | 1.13                    | 0.20     | 1.53    | 1.44     | 0.89                    | 0.75     | 2.57                    | 2.12     |
| KCNJ8   | 1.10    | 0.48     | **2.17                  | 0.97     | 1.23                    | 0.43     | 1.03    | 0.25     | **2.19                  | 0.86     | **1.00                  | 0.29     |
| SLC9A7  | 1.33    | 1.05     | 1.85                    | 0.87     | 1.07                    | 1.00     | 1.12    | 0.40     | ***1.71                 | 0.80     | **1.03                  | 0.60     |

**Supplementary Table ST4. RIN values for the samples used for RNAseq analyses. CC – Cortex**

Control, CD – Cortex Dehydration, CR – Cortex Rehydration, MC – Medulla Control, MD – Medulla

Dehydration, MR – Medulla Rehydration. Mean and SD are shown in blue bottom rows.

| Cortex      |     |        | Medulla     |     |        |
|-------------|-----|--------|-------------|-----|--------|
| Sample Name | RIN | 28/18S | Sample Name | RIN | 28/18S |
| CC1         | 7.8 | 1.6    | MC1         | 8.8 | 1.6    |
| CC2         | 7.5 | 1.7    | MC2         | 9.1 | 1.6    |
| CC3         | 8.2 | 1.8    | MC3         | 8.0 | 1.4    |
| CC4         | 8.7 | 2      | MC4         | 8.4 | 1.6    |
| CC5         | 8.4 | 2      | MC5         | 8.1 | 2.1    |
| Mean        | 8.1 |        | Mean        | 8.5 |        |
| SD          | 0.5 |        | SD          | 0.5 |        |
|             |     |        |             |     |        |
| CD1         | 7.6 | 1.9    | MD1         | 9.0 | 1.7    |
| CD2         | 8   | 1.8    | MD2         | 8.6 | 1.6    |
| CD3         | 7.6 | 1.8    | MD3         | 8.7 | 1.7    |
| CD4         | 7.8 | 1.7    | MD4         | 8.9 | 1.6    |
| CD5         | 7.4 | 1.5    | MD5         | 9.0 | 1.5    |
| Mean        | 7.7 |        | Mean        | 8.8 |        |
| SD          | 0.2 |        | SD          | 0.2 |        |
|             |     |        |             |     |        |
| CR1         | 8.5 | 1.5    | MR1         | 8.6 | 1.8    |
| CR2         | 7.9 | 1.5    | MR2         | 8.9 | 1.8    |
| CR3         | 7.1 | 1.5    | MR3         | 8.0 | 1.7    |
| CR4         | 7.1 | 1.7    | MR4         | 8.9 | 1.7    |
| CR5         | 7.5 | 2      | MR5         | 9.0 | 1.5    |
| Mean        | 7.6 |        | Mean        | 8.7 |        |
| SD          | 0.6 |        | SD          | 0.4 |        |

**Supplementary Table ST5. RT-qPCR oligos.** List of transcript-specific primer pairs designed for RT-qPCR gene validation. Primers were designed using Primer-BLAST (NCBI) <sup>131</sup> and an available reference genome of the one-humped Arabian camel (accession No.: PRJNA310822). All oligos were provided by Merck in dry format (Synthesis Scale = 0.025μmol, desalt purification).

|                                                                    | Primer sequences |                                |                             |
|--------------------------------------------------------------------|------------------|--------------------------------|-----------------------------|
|                                                                    | Gene symbols     | Forwards                       | Reverse                     |
| <b>House Keeping Gene</b>                                          | <i>PPIA</i>      | 5'-ACCACCAGACCATTCCTTCT-3'     | 5'-TATGGAACCCCGAAAACTGC-3'  |
| <b>Genes encoding enzymes involved in cholesterol biosynthesis</b> | <i>ACAT2</i>     | 5'-AGGTTGGTCACTGGAGGATG-3'     | 5'-AGTTATTGCAGCAGACACGG-3'  |
|                                                                    | <i>CYP51A1</i>   | 5'-TGCAAATACCTTATGAGAGTAGCC-3' | 5'-TGCCTAGGGCCACCAATAAT-3'  |
|                                                                    | <i>DHCR7</i>     | 5'-CGAGTTGGGAAGTGGTTTGA-3'     | 5'-GCGAAGGACAGGTTGATGAG-3'  |
|                                                                    | <i>DHCR24</i>    | 5'-GAAGTGTGCATGGGTTCCAG-3'     | 5'-GTATAGGGAGCCGTCTGAACA-3' |
|                                                                    | <i>FDFT1</i>     | 5'-GATTTGGGATGGCGGAGTTT-3'     | 5'-CGAGAATAGACGGGAAAGGC-3'  |
|                                                                    | <i>FDPS</i>      | 5'-AACGCCATTGGAGGCAAGTA -3'    | 5'-CCCCATCCTCTCACCAGTTC-3'  |
|                                                                    | <i>HMGCR</i>     | 5'-TTGATTGACCTTTCAGAGCA-3'     | 5'-AGACATTCCACAAGAGCATCG-3' |
|                                                                    | <i>HMGCS1</i>    | 5'-AAGATGCCACGCCAGGTAAA-3'     | 5'-AAGCCTGCTCAGTCAACCTTA-3' |
|                                                                    | <i>LSS</i>       | 5'-AGGACTATGGCTGCATCAAT-3'     | 5'-GGAATGCATACGTACGTGG-3'   |
|                                                                    | <i>MVD</i>       | 5'-GTCAACATCGCGTCATCAA-3'      | 5'-GTGACGCTCAGAGAGGAGTT-3'  |
|                                                                    | <i>MVK</i>       | 5'-TATGGGAAAGTCGGCCTCAA-3'     | 5'-CTCGCTCCAGAAAGCTCGT-3'   |
|                                                                    | <i>NSDHL</i>     | 5'-AGGCTACACCGTCAATGTCT-3'     | 5'-ACCCAGAAAGAACTGCACCT-3'  |
|                                                                    | <i>PMVK</i>      | 5'-CGGAGAGTGTCTGACATCCA-3'     | 5'-GTCCAGGCCACATTCTGATTC-3' |
|                                                                    | <i>SQLE</i>      | 5'-AACGCCATTGGAGGCAAGTA-3'     | 5'-CCCCATCCTCTCACCAGTTC-3'  |
| <b>Genes encoding ion transporters</b>                             | <i>KCNJ8</i>     | 5'-TTACCACGCAAGCAAGAACC-3'     | 5'-ACAATGGACACGAAGCGATG-3'  |
|                                                                    | <i>SLC9A7</i>    | 5'-GCAGACTCTGGACCATCCTA-3'     | 5'-AAGGGAAGCTTTCCCCTCTTA-3' |
|                                                                    | <i>ATP1B3</i>    | 5'-TGGGTTAGGTAGACGTGTGT-3'     | 5'-CTCCGTTTGCCATCACCATT-3'  |
|                                                                    | <i>ENaC</i>      | 5'-AGCTCCAACCTCTGGATGTC-3'     | 5'-AAGTCATTCTGCTCTGTGCG-3'  |
| <b>Gene encoding Aquaporins</b>                                    | <i>AQP2</i>      | 5'-CTCTAGGGCTGTACTCCTGC-3'     | 5'-CTAGGCTTGGCTCCTACCTC-3'  |
|                                                                    | <i>AQP1</i>      | 5'-CACGGGGTGTGGTATTAACC-3'     | 5'-CCCACCCAGAAAATCCAGTG-3'  |
|                                                                    | <i>AQP3</i>      | 5'-CCTACCCCTCTGGACACTTG-3'     | 5'-ACAGGGTTGTTGTAGGGGTC-3'  |

# Supplementary material for: Multiomic analysis of the Arabian camel (Camelus dromedarius) kidney reveals a role for cholesterol in water conservation
**Source:** Commun Biol. 2021 Jun 23;4:779. doi: 10.1038/s42003-021-02327-3
**Supplement:** Supplementary file 3 — Description of Supplementary Files

## **Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** DESeq2 and DEqMS data. Gene expression and protein abundance data including all identified genes and proteins regardless of significance.

**File name:** Supplementary Data 2

**Description:** Gene catalogues of DEGs in the cortex and the medulla under the different conditions.

**File name:** Supplementary Data 3

**Description:** Gene Ontology of the DEGs per tissue and condition.

**File name:** Supplementary Data 4

**Description:** Gene catalogue of DEGs in cortex and medulla showing the expression profile displayed by each DEG.

**File name:** Supplementary Data 5

**Description:** Protein catalogues of DEPs in the cortex and the medulla under the different conditions.

**File name:** Supplementary Data 6

**Description:** Gene Ontology of the DEPs per tissue and condition.

**File name:** Supplementary Data 7

**Description:** Genes that were differentially expressed at transcript and protein levels.

**File name:** Supplementary Data 8

**Description:** Gene Ontology of genes that were differentially expressed at transcript and protein levels.

**File name:** Supplementary Data 9

**Description:** Source data for boxplots and statistical analyses.

# Supplementary material for: Multiomic analysis of the Arabian camel (Camelus dromedarius) kidney reveals a role for cholesterol in water conservation
**Source:** Commun Biol. 2021 Jun 23;4:779. doi: 10.1038/s42003-021-02327-3
**Supplement:** Supplementary file 13 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- | n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

No data was collected from other sources

Data analysis

All software and code used to analyze the data has been previously described in the literature and are common, well-established tools used in omics studies. Briefly, An in-house computer (Dell PowerEd geR820 12 core personal supercomputer equipped with 512GB RAM and 12x1TB HDD) was used to process sequencing data using a bespoke pipeline. First, reads were trimmed of adaptor sequences using BBDuk tool followed by FastQC (Andrews et al. 2012) quality control. STAR (Dobin et al. 2013) was used to map reads using default settings to the publicly available Camelus dromedarius genome assembly GCA\_000803125.2 (CamDro2) downloaded from the Ensembl 100 database (Yates et al. 2020). Mapped reads were summarized using FeatureCounts (Liao et al. 2014) grouping to gene identifiers. DESeq2 (Love et al. 2014) in Rv3.6.1 (R Core Team (2019)) was used to estimate differential expression of genes between conditions. Proteome Discoverer v2.1 software was used to filter the data with a 5% FDR cut off and remove any contaminants identified. Normalization to total protein content of each sample was performed for the final protein abundance ration. Differential protein expression was calculated using the DEqMS R package (Zhu et al. 2020) using log transformed and median normalized protein abundance ratio values.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The data underlying the transcriptomic analyses, including raw FASTQ files, bulk RNAseq counts, DESeq2 data and project metadata, have been deposited in NCBI's Gene Expression Omnibus 137 and are accessible through GEO Series accession number GSE173683 at <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE173683>. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE 138 partner repository, and can be accessed with the accession number PXD025644.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The sample size was predetermined based on the number of individuals required for comprehensive RNAseq analysis, which was the primary outcome of this study. Power analysis was carried out using (Busby et al., 2013, Bioinformatics 10.1093/bioinformatics/btt015). The RNAseq analysis was sufficiently powered to reduce the false discovery rate, and to enable systems level analysis (Khang & Lau, 2015, PeerJ 3:e1360). |
| Data exclusions | Out of the 19 camels included in the experimental protocol, 15 were used for RNA sequencing and peptide quantification. These were randomly selected using the balls in a bag method for groups of more than 5. No data was excluded from further analyses.                                                                                                                                                                      |
| Replication     | This work was performed using samples from a non-model organism (camel) so replication of the study was not possible.                                                                                                                                                                                                                                                                                                            |
| Randomization   | The animals used in these experiments were randomly divided into groups by workers on the camel ranch.                                                                                                                                                                                                                                                                                                                           |
| Blinding        | The investigators were not blinded during sample collection. An alphanumeric coding system was used post extraction, so investigators performing and analysing RNA sequencing and proteomics datasets were blinded.                                                                                                                                                                                                              |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                      |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | This study did not involve laboratory animals.                                                                                       |
| Wild animals            | This study did not involve wild animals, all dromedary camels were domesticated and raised for human consumption.                    |
| Field-collected samples | Nineteen male dromedary camels ( <i>Camelus dromedarius</i> ) aged 4-5 years, body weight range 276-416 kg, were used in the present |

study. The camels were supplied with alfalfa hay as feed and ranch-housed in the United Arab Emirates. Veterinary supervision was provided throughout the experimental period and no signs of distress or illness were identified. After the experimental period, the camels were sacrificed in the local central abattoir for human consumption. Experiments and sampling were carried out in April 2016 in the United Arab Emirates under natural environmental conditions.

#### Ethics oversight

Samples were shipped frozen on dry ice to the University of Bristol under the auspices of a DEFRA Import Licence (TARP/2016/063). This study was approved by the Animal Ethics Committee of the United Arab Emirates University (approval ID: AE/15/38) and the University of Bristol Animal Welfare and Ethical Review Board

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

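RNA was sequenced from the kidney cortex and medulla of 15 male dromedaries, 5 each under control conditions, after 20 days of water deprivation and after the same deprivation followed by 3 days with free access to water. The authors deposited a table of counts with 1 column per library, made by trimming with BBDuk, alignment to CamDro2 and counting with featureCounts 1.6.2 against Ensembl release 100, by fragment and reverse-stranded, and no normalization was applied to these counts. The methods name STAR and the table names Rsubread for the alignments, and which of them gave the counts is not settled. The 30 libraries held from 12634346 to 20005136 counted read pairs. At this depth, the variation between animals (biological coefficient of variation 34.0%) exceeds the counting error of all but low counts, so precision was set by the 5 animals per group.

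The counts were analysed with edgeR 4.0.16 in R 4.3.3: filterByExpr (minimum count 10, minimum total 15), TMM normalization, a single fit of all libraries with 6 groups of tissue and condition, quasi-likelihood tests, and Benjamini-Hochberg adjustment over the 15376 tested genes in each comparison. Conditions were compared in pairs within each tissue, tissues within each condition, and the dehydration and rehydration responses of the tissues by interaction contrasts. Log2 CPM used a prior count of 2, and no fold change is given against a group whose libraries all hold at most 3 counts, for which a lower bound is given instead. Distances between libraries were tested by the share of summed squared distance between groups, with 100000 permutations or, for small groups, all arrangements. Gene sets were tested with camera (preset inter-gene correlation 0.01), fry and camera with an estimated correlation in limma 3.58.1, and gene lists with Fisher's exact test. On counts simulated with the dispersions of these libraries, with 200 changed genes, and on contrasts with no change, the tests were checked before use.

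Symbols were taken from the article's supplementary lists, its text and a table of RefSeq genes (3836 gene identifiers), and the names in Supplementary Data 4 were not used, because 872 of 1185 genes (73.6%) carried another name there than in the other lists. Genes named in the text were taken from the 14 of Table 1, the transport genes that the article names, the genes of a list whose result is given, and, for dehydration against control in each tissue, the 3 that rose and the 3 that fell most by fitted log2 fold change among DEGs with a symbol, a mean of at least 1 CPM over all libraries and no overlap between groups. Any other gene is said to have been chosen after its values were seen, and some genes of these groups are not reported here. GO annotation was not used here, and further lists of genes, of which too few carried a symbol, were not tested. Protein abundance, RT-qPCR and cholesterol measurements were not analysed here.

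Alternatives were DESeq2 1.42.0, limma-voom, DESeq2's size factors in edgeR, no filter on low counts, a mean of at least 1 CPM, fits of the libraries of a tissue or of the compared groups alone, the replicate number or the animal as a block, the RNA integrity number (RIN) of Supplementary Table ST4 as a covariate, an adjusted p-value under 0.01, and each library left out in turn. The labels give a camel the same number in both tissues, and in the control and dehydrated camels the same-numbered libraries of the tissues deviated together from their group means (mean correlation across genes 0.259 and 0.296, each the highest of the 120 possible pairings; exact permutation test, p = 0.00833 for both, the smallest these can give), so the animal was used as a block between tissues. In the rehydrated camels they did not, and the closing section gives their values. Between conditions within a tissue, the camels share only a number.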

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

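No test in this part was chosen only after its result was seen. Among 228 groups of 5 libraries in which the named genes were examined, 14 held a library far from the other 4, where chance alone gives 11.4. As a share of the range of the group taken by the gap to the nearest library, these included FDPS in medulla rehydration replicate 1 (lowest, 0.712), LSS in medulla dehydration replicate 1 (lowest, 0.745), MVD in cortex rehydration replicate 4 (lowest, 0.736), AQP2 in cortex dehydration replicate 5 (lowest, 0.806), SLC12A7 in medulla control replicate 4 (lowest, 0.757), SLC9A3 in medulla rehydration replicate 3 (lowest, 0.868), TNFRSF11B in cortex control replicate 2 (highest, 1), TNFRSF11B in medulla control replicate 5 (lowest, 0.791), WNT7B in cortex control replicate 2 (lowest, 0.720), THRSP in cortex control replicate 3 (lowest, 0.723), SLC8A1 in cortex dehydration replicate 3 (highest, 0.739), SLC8A1 in medulla rehydration replicate 3 (lowest, 0.797) and EMB in cortex rehydration replicate 3 (lowest, 0.775). The 4 other control libraries of the cortex held no count of TNFRSF11B, so its share of 1 rests on a single count. The number of such groups is near the number chance gives, no library is named more than 2 times, and no biological explanation was tested for single libraries.

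The dehydration response differed between cortex and medulla (edgeR test of the interaction, 5 camels per group) for 7 genes, among them HARBI1 (cortex minus medulla -1.04 on the log2 scale, adjusted p = 0.0239), KYAT1 (cortex minus medulla 1.04 on the log2 scale, adjusted p = 0.0485), MYO1A (cortex minus medulla 2.90 on the log2 scale, adjusted p = 0.0182), PVALB (cortex minus medulla 2.93 on the log2 scale, adjusted p = 0.0182), WNT7B (cortex minus medulla 4.49 on the log2 scale, adjusted p = 0.00105) and SLC27A3 (cortex minus medulla 1.82 on the log2 scale, adjusted p = 0.0182). With the animal as a block, WNT7B alone passed (4.37, adjusted p = 0.0168 from edgeR), and the adjusted p-values of the others named here lay between 0.0542 and 0.184. Of these genes, HARBI1, KYAT1, MYO1A, PVALB and SLC27A3 are named here after their values were seen. The block pairs the rehydrated libraries too, by labels under which they did not deviate together, so what it gives depends on a pairing that is in doubt. Of 100 splits of the camels, 1, the real one, gave as many genes, and the largest number in another split was 1. KYAT1 fell short with DESeq2's size factors and without a filter on low counts (adjusted p = 0.0510 and 0.0606 from edgeR), and MYO1A with limma-voom (adjusted p = 0.0559). With RIN as a covariate 5 genes passed, among them MYO1A and WNT7B (adjusted p = 0.0182 and 0.00854 from edgeR), while HARBI1, KYAT1, PVALB and SLC27A3 did not (0.0780, 0.0949, 0.0646 and 0.0646). RNA integrity therefore stays open for the latter, tissue mixture and depth were not tested on these genes, and a difference between the tissues in their response to dehydration, which the design names, stays open as well.

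As a set, the 14 cholesterol genes fell less in the cortex than in the medulla, by a median of 0.79 on the log2 scale. The tables argue against a different share of the other tissue in the pieces of dehydrated camels as the whole of the fall, since with the position of each library between cortex and medulla as a covariate 10 of the 14 genes were lower in the cortex, against 8 without it, and 14 in the medulla. With RIN as a covariate, the median log2 fold change of the set was -1.05 in the cortex, with 7 genes lower, and -1.79 in the medulla, with 14 lower. The difference between the tissues was not tested with either covariate, and a difference between cortex and medulla in how they respond to dehydration stays open. The genes of Table 1 were chosen on these libraries, and for the pathway list of 20 genes, which holds these 14, the median difference was 0.51.

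Of the genes of the pathway that Table 1 does not hold, most moved with it, and LBR did not (-0.14 in cortex and 0.06 in medulla dehydration on the log2 scale): for IDI1, LBR, MSMO1, HSD17B7, EBP and SC5D the median log2 fold change in dehydration was -1.03 in the cortex, with 3 of 6 lower (edgeR; adjusted over the list alone, 5), and -1.45 in the medulla, with 5 lower (adjusted over the list alone, 5). For 4 genes that are regulated by sterols and code for no enzyme of the pathway, it was -1.21 in the cortex, with 1 of 4 lower (adjusted over the list alone, 3), and -1.88 in the medulla, with 4 lower (adjusted over the list alone, 4). Both lists were written before their values were seen. They named 7 and 6 genes, of which 6 and 4 could be paired with a gene identifier. Symbols came mostly from the article's lists of changed genes and proteins, which favours genes that changed. The tables argue against a difference in depth as the cause of the calls in dehydration as a whole, since 93.6% of the cortex calls and 78.4% of the medulla calls were kept with every library thinned to the smallest total. Regulation of the pathway by sterol supply in dehydration is a hypothesis that these counts do not test.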

How the results depend on the processing

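The alternatives other than those said to be added were set before the data were examined, and the cause of each change was not tested unless it is given. In the order dehydration against control, rehydration against control and rehydration against dehydration, a threshold of 0.01 left 114, 4 and 84 DEGs in the cortex and 91, 9 and 100 in the medulla, 95 genes in the cortex only, 76 in the medulla only and 21 in both, 93.9% in profiles A and B, and 1 gene whose response differed between tissues, since the stricter threshold passes fewer genes. DESeq2 gave 713, 114 and 699 DEGs in the cortex and 400, 265 and 854 in the medulla, 648 genes in the cortex only, 489 in the medulla only and 134 in both, 73.0% in profiles A and B and 57 genes in the interaction. In a single simulated set, drawn with edgeR's dispersion estimates, DESeq2 called more changed and more unchanged genes than edgeR. With DESeq2's filter set for 0.05, an alternative added after the data were seen, the values were 704, 121 and 715 DEGs in the cortex and 393, 292 and 852 in the medulla, 644 genes in the cortex only, 505 in the medulla only and 136 in both, 70.9% and 56 genes. With RIN as a covariate there were 231 and 5 DEGs against control in the cortex, 196 genes in the cortex only and 76.9% in profiles A and B. Limma-voom gave 4 DEGs in cortex rehydration against control and 84.4% in profiles A and B, and without a filter on low counts there were 8 DEGs in that comparison.

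Fitting each tissue alone, with 15 libraries, left 0 DEGs in cortex rehydration against control (1151 genes at an unadjusted p-value under 0.05), 89 in medulla dehydration and 40 in medulla rehydration against control, 99 genes in the medulla only, 23 in both and 92.3% in profiles A and B, and the odds ratio of transport families in the medulla was 1.99 (Fisher's exact test, p = 0.190). Fitting only the 10 libraries compared left 0 DEGs in cortex rehydration and 0 in medulla rehydration against control, where 827 and 2055 genes had an unadjusted p-value under 0.05, 208 in cortex rehydration against dehydration, 94 in medulla dehydration against control and 62 in medulla rehydration against dehydration, and the odds ratio of transport families in the medulla was 1.87 (Fisher's exact test, p = 0.202). Against genes of the protein lists, an added background, the odds ratio of transport families was 2.26 in the cortex and turned to 0.578 in the medulla. The condition share of the distance between medulla libraries was 20.8% with DESeq2's size factors and 21.2% at a mean of at least 1 CPM, no longer past the threshold (permutation tests, p = 0.0550 and 0.0583).

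With the replicate number as a block, or the animal where tissues are compared, the number of genes whose dehydration response differs between tissues was 1, and no other count, share or set test that answers a comparison changed its call or moved by more than 1.5 times: 386, 12 and 379 DEGs in the cortex and 252, 116 and 553 in the medulla. Among named genes, the adjusted p-value (edgeR) of MVK in cortex dehydration rose to 0.0586 with the block. Within a tissue the block joins camels that share only a number, and between tissues it joins rehydrated libraries whose pairing is in doubt. SLC9A3 in medulla dehydration against control, -0.01 on the log2 scale and far from the threshold, turned to 0.0222 with the block, 0.00347 with DESeq2 under either filter and 0.0343 with RIN.

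Across the fits that each left out 1 of the libraries that a result compares, the ranges were: DEGs, cortex dehydration against control, from 198 (without cortex dehydration replicate 3) to 408 (without cortex control replicate 3); DEGs, cortex rehydration against control, from 4 (without cortex control replicate 5) to 35 (without cortex rehydration replicate 1); DEGs, cortex rehydration against dehydration, from 147 (without cortex dehydration replicate 2) to 423 (without cortex rehydration replicate 5); DEGs, medulla dehydration against control, from 113 (without medulla dehydration replicate 4) to 263 (without medulla dehydration replicate 1); DEGs, medulla rehydration against control, from 10 (without medulla control replicate 1) to 380 (without medulla rehydration replicate 4); DEGs, medulla rehydration against dehydration, from 200 (without medulla rehydration replicate 1) to 663 (without medulla rehydration replicate 2); DEGs in cortex only, from 167 (without cortex dehydration replicate 3) to 366 (without medulla rehydration replicate 3); DEGs in medulla only, from 101 (without medulla control replicate 3) to 529 (without medulla rehydration replicate 4); DEGs in both tissues, from 36 to 69; the percent of DEGs in profiles A and B, from 59.9 (without medulla rehydration replicate 4) to 96.3 (without medulla control replicate 1); genes whose dehydration response differs between tissues, from 1 (without cortex control replicate 2) to 21 (without cortex control replicate 3); DEGs, medulla against cortex in controls, from 8570 to 9376; cholesterol genes lower, cortex dehydration against control, from 6 to 8; the odds ratio of the cholesterol pathway list among DEGs, cortex dehydration against control, from 13.2 to 21.8; the odds ratio of the transporter families among DEGs, cortex dehydration against control, from 1.70 (without cortex dehydration replicate 5) to 2.58 (without cortex control replicate 5); cholesterol genes lower, medulla dehydration against control, from 12 to 14; the odds ratio of the cholesterol pathway list among DEGs, medulla dehydration against control, from 226 to 554; the odds ratio of the transporter families among DEGs, medulla dehydration against control, from 1.69 (without medulla control replicate 5) to 3.66 (without medulla control replicate 2); the median log2 fold change of the cholesterol gene set, cortex dehydration against control, from -1.17 to -1.02; the median log2 fold change of the cholesterol gene set, medulla dehydration against control, from -1.88 to -1.69; the tissue share of the distance between libraries (percent), from 54.6 to 57.3; the condition share in the cortex (percent), from 17.0 to 20.6; the condition share in the medulla (percent), from 20.1 (without medulla rehydration replicate 1) to 24.4 (without medulla rehydration replicate 3). A library of another group enters the joint fit as well: without cortex control replicate 3 there were 455 DEGs in cortex rehydration against dehydration and, in the order above, 308, 204 and 759 in the medulla, and without medulla rehydration replicate 3 there were 414 in cortex dehydration against control. Under each alternative run for them and without each of these libraries, the count of genes between medulla and cortex in controls and the counts of cholesterol genes lower in dehydration in both tissues stayed within 1.5 times, and the tests of the cholesterol pathway list and gene set in both tissues, of the tissue share and of the condition share in the cortex kept their side of the threshold. Among named genes, signs turned for SLC9A7 in cortex dehydration (from -0.230 to 0.0323 without cortex dehydration replicate 4), AQP1 in medulla dehydration (-0.185 to 0.0180 without medulla control replicate 3) and SLC9A3 in medulla dehydration (-0.24 to 0.22), none of which passed the threshold. Of the other results under these fits, 69 fell short of the threshold, 4 passed it and 96 counts or shares moved. With fewer libraries these fits have less power, and why single libraries matter was not tested further.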

Differences from the paper's values

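Of 69 values, 17 differed, and among the 40 log2 fold changes compared the largest gap was 0.0978. The alternatives named here were set before the data were examined, except the filter of DESeq2 set for 0.05, which was chosen after seeing the values; an alternative not named with a value did not close that gap, and of the fits without a library, for single genes only those that left out a library of the groups compared were used. A gap is said to close where the values are within 1.5 times of each other.

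For DEGs (cortex dehydration against control), the value here was 376 and the paper's 701; the gap closed with DESeq2 (713) and a fit of the 10 libraries compared (539), and with the added filter of DESeq2 (704). For DEGs (medulla dehydration against control), the value here was 259 and the paper's 393; the gap closed with DESeq2 (400) and a fit without medulla dehydration replicate 1 (263), and with the added filter of DESeq2 (393); of the fits that left out a library of another group, it closed with a fit without cortex control replicate 3 (308), a fit without cortex rehydration replicate 4 (263), a fit without medulla rehydration replicate 3 (298) and a fit without medulla rehydration replicate 5 (273). For DEGs (cortex only), the value here was 330 and the paper's 642; the gap closed with DESeq2 (648), and with the added filter of DESeq2 (644). For DEGs (medulla only), the value here was 312 and the paper's 505; the gap closed with DESeq2 (489), a fit without cortex control replicate 3 (423), a fit without cortex rehydration replicate 1 (348), a fit without cortex rehydration replicate 5 (350), a fit without medulla control replicate 2 (353) and a fit without medulla rehydration replicate 4 (529), and with the added filter of DESeq2 (505). For DEGs (both tissues), the value here was 53 and the paper's 135; the gap closed with DESeq2 (134), and with the added filter of DESeq2 (136). For DEGs (at least one tissue and condition), the value here was 695 and the paper's 1282; the gap closed with DESeq2 (1271) and a fit without medulla rehydration replicate 4 (909), and with the added filter of DESeq2 (1285). For DEGs (dehydration against control, whole kidney), the value here was 585 and the paper's 1139; the gap closed with DESeq2 (1003), and with the added filter of DESeq2 (987). For DEGs in both dehydration and rehydration (cortex), the value here was 6 and the paper's 45; the gap closed with DESeq2 (45), and with the added filter of DESeq2 (45). For DEGs in rehydration and not in dehydration (cortex), the value here was 7 and the paper's 76; the gap closed with DESeq2 (69), and with the added filter of DESeq2 (76).

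For DEGs in both dehydration and rehydration (medulla), the value here was 19 and the paper's 44; the gap closed with DESeq2 (42) and a fit without medulla rehydration replicate 4 (35), and with the added filter of DESeq2 (44). For DEGs in rehydration and not in dehydration (medulla), the value here was 106 and the paper's 247; the gap closed with DESeq2 (223), a fit without cortex control replicate 3 (178), a fit without medulla control replicate 2 (177) and a fit without medulla rehydration replicate 4 (345), and with the added filter of DESeq2 (248). For the percent of dehydration DEGs back at control levels in the medulla, the value here was 92.7 and the paper's 30; none of the alternatives closed the gap. For the percent of DEGs in profile D, the value here was 3.34 and the paper's 9; the gap closed with DESeq2 (8.26), a fit without medulla control replicate 2 (7.42) and a fit without medulla rehydration replicate 4 (6.49), and with the added filter of DESeq2 (9.15). For the percent of DEGs in profile F, the value here was 1.47 and the paper's 4; the gap closed with DESeq2 (3.63), and with the added filter of DESeq2 (3.73). For DEGs (cortex rehydration against control), the value here was 13 and the paper's in its supplementary lists 121; the gap closed with DESeq2 (114), and with the added filter of DESeq2 (121). For DEGs (medulla rehydration against control), the value here was 125 and the paper's in its supplementary lists 291; the gap closed with DESeq2 (265), a fit without medulla control replicate 2 (195) and a fit without medulla rehydration replicate 4 (380), and with the added filter of DESeq2 (292); of the fits that left out a library of another group, it closed with a fit without cortex control replicate 3 (204). For DEGs in dehydration and not in rehydration (cortex), the value here was 370 and the paper's in its supplementary lists 656; the gap closed with DESeq2 (668), and with the added filter of DESeq2 (659).

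The paper's counts do not give all of its totals: its lists of dehydration against control hold 701 and 393 genes, together fewer than 1139, and 349 of the 393 medulla genes are outside its list of rehydration against control, a larger share than its 30%.

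With the added filter of DESeq2, which was chosen after seeing the values, 701 of 704 genes called in cortex dehydration and 393 of 393 in medulla dehydration against control are in the paper's lists. For rehydration against dehydration, leaving out under the same filter, again chosen after seeing the values, the genes called in either comparison with control gave 428 genes in the cortex and 592 in the medulla. Leaving out such genes in the main fit (edgeR) gave 219 and 412. The paper gives 429 and 592, so the cortex values are not within 1.5 times, and this gap is not among the 17. The paper's list for cortex rehydration against dehydration holds 0 genes of its list for dehydration, and 290 genes outside the list pass at its largest p-value.

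The paper lists LSS and NSDHL among the cholesterol genes lower in the dehydrated cortex; here their adjusted p-values were 0.0544 and 0.0619 (edgeR). LSS passed under DESeq2 (0.0153), DESeq2's size factors in edgeR (0.0464), a mean of at least 1 CPM (0.0496) and a fit without cortex control replicate 3 (0.0192), and under the added filter of DESeq2, chosen after seeing the values (0.0157), over a range of adjusted p-values from 0.0153 to 0.184 across its settings. NSDHL passed under DESeq2 (0.0131), DESeq2's size factors in edgeR (0.0367), a fit of the libraries of the tissue (0.0270), a fit of the 10 libraries compared (0.0393) and a fit without cortex control replicate 2 (0.0477), and under the added filter of DESeq2, chosen after seeing the values (0.0134), over a range of adjusted p-values from 0.0131 to 0.169 across its settings. It names ACAT2 among the genes still lower in the rehydrated medulla; here its adjusted p-value was 0.0728 (edgeR). ACAT2 passed under DESeq2 (0.0361) and a fit without medulla control replicate 2 (0.0309), and under the added filter of DESeq2, chosen after seeing the values (0.0320), over a range of adjusted p-values from 0.0309 to 0.228 across its settings. It lists LSS and not CYP51A1 among the cholesterol genes that rose from dehydration to rehydration in the cortex; here CYP51A1 passed (1.36, adjusted p = 0.00256 from edgeR) and LSS did not (0.0779). LSS passed under DESeq2 (0.0323), a fit without cortex rehydration replicate 2 (0.0500, under the threshold before rounding) and a fit without cortex rehydration replicate 3 (0.0485), and under the added filter of DESeq2, chosen after seeing the values (0.0309), over a range of adjusted p-values from 0.0309 to 0.225 across its settings. It lists AQP1 as higher in the rehydrated than in the control cortex; here its adjusted p-value was 0.0766 (edgeR). AQP1 passed under DESeq2 (0.00354) and a fit without cortex rehydration replicate 1 (0.0201), and under the added filter of DESeq2, chosen after seeing the values (0.00339), over a range of adjusted p-values from 0.00339 to 0.372 across its settings. It lists AQP2 as lower in the cortex in rehydration than in dehydration; here its adjusted p-value was 0.0572 (edgeR). AQP2 passed under DESeq2 (0.0340), a fit without cortex dehydration replicate 5 (0.0415) and a fit without cortex rehydration replicate 3 (0.0499), and under the added filter of DESeq2, chosen after seeing the values (0.0325), over a range of adjusted p-values from 0.0325 to 0.142 across its settings. It states that AQP2 rose in the dehydrated medulla; here its adjusted p-value was 0.0555 (edgeR). AQP2 passed under DESeq2 (0.0263), a fit without medulla control replicate 2 (0.0202) and a fit without medulla dehydration replicate 1 (0.0166), and under the added filter of DESeq2, chosen after seeing the values (0.0289), over a range of adjusted p-values from 0.0166 to 0.220 across its settings. Its list for the cortex from dehydration to rehydration holds ATP1B3; here the adjusted p-value was 0.0803 (edgeR). ATP1B3 passed under the added filter of DESeq2, chosen after seeing the values (0.0495), over a range of adjusted p-values from 0.0495 to 0.201 across its settings. It describes the dehydrated cortex libraries as well separated from the others; here this grouping accounted for 9.80% of the distance (exact permutation test, p = 0.134), while on the third principal component within the cortex, looked at after the values were seen and not tested, they lay from -34.0 to -23.3 and the other 10 from -20.3 to 52.5. Its Table ST2 gives the epithelial sodium channel as not changed in the medulla, while its list for medulla dehydration against control holds SCNN1A; here SCNN1A passed (-0.89, adjusted p = 0.0227 from edgeR). It did not pass at the stricter threshold or in a fit of the libraries of the tissue (0.105), a fit of the 10 libraries compared (0.113), a fit without medulla control replicate 3 (0.111), a fit without medulla control replicate 5 (0.0528), a fit without medulla dehydration replicate 2 (0.0623) and a fit without medulla dehydration replicate 4 (0.0918).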

Other observations

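The pairing of rehydrated libraries by the numbers in their names was tested only after the values of the other pairing were seen, and the Wilson bound on the share of calls kept with RIN was put in after the share in the medulla was seen. Of splits of the same libraries into groups of equal size, the real one included, those with at least as many DEGs were 1 of 100 for cortex dehydration against control (largest other 8), 11 of 100 for cortex rehydration against control (4464), 1 of 100 for cortex rehydration against dehydration (27), 1 of 100 for medulla dehydration against control (248), 2 of 100 for medulla rehydration against control (220), 1 of 100 for medulla rehydration against dehydration (424) and 1 of 100 for medulla against cortex in control camels (6059). In the last comparison, 14 of the splits put the tissues of all 5 camels in different groups as the real one does, and the others of these gave at most 5402 genes. The DEGs between rehydrated and control cortex may therefore be of a number that a division of the camels unrelated to rehydration gives, with 11 splits as large. Across these splits the number of genes rose with the difference between the groups in position between cortex and medulla (Spearman correlation 0.386). The groups of the real split differed in this position by 0.017, and those of the other splits with as many genes by 0.131 to 0.290. All 13 calls were kept with this position as a covariate, so the splits do not settle whether the calls follow rehydration.

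In the cortex, dehydration against control kept 100% of its calls with the position of each library between cortex and medulla as a covariate (difference in position between the groups, exact permutation test, two-sided, p = 0.405), 93.6% with libraries thinned to the smallest total, and its log2 fold changes had a Spearman correlation with gene length across genes of 0.0567. In the medulla these values were 96.5% (exact permutation test, p = 0.349), 78.4% and 0.178, where genes are not independent replicates. These values argue against tissue mixture, depth and gene length as the whole cause of the calls in dehydration. With the position covariate more genes were called, 1174 in the cortex and 425 in the medulla in dehydration against control. In rehydration against control it gave 67 and 986, and between rehydration and dehydration 1083 and 1664, and the cause was not tested. In rehydration against control, thinning kept 6 of 13 cortex calls and 57 of 125 medulla calls, and since thinning also costs power, depth stays open there. With RIN as a covariate, 60.6% of the cortex calls (Wilson interval 55.6% to 65.4%) and 67.6% of the medulla calls (61.6% to 73.0%) were kept, and RIN did not differ between dehydrated and control libraries at the threshold (exact permutation test, two-sided, p = 0.111 in the cortex and 0.175 in the medulla). For the calls lost, RNA integrity and dehydration cannot be told apart, because a covariate that differs by chance between groups of 5 also costs power.

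The names of 5 cortex libraries carry the letter N, 1 in control, 1 in dehydrated and 3 in rehydrated camels. Their deviations from the group means correlated between groups (mean Spearman correlation across genes 0.391; exact permutation test, 6 of 250 arrangements as high, p = 0.024), and with the letter as a covariate 374 of 376 calls stayed in dehydration against control, 10 of 13 in rehydration against control and 206 of 356 in rehydration against dehydration. For the calls lost in rehydration against dehydration, a batch marked by the letter and rehydration cannot be told apart, since most cortex libraries with the letter are from rehydrated camels and what the letter stands for is not given. Most medulla libraries carry the letter as well, as many in each condition, and it was not tested there.

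Same-labelled libraries of the tissues deviated together in control and dehydrated camels (exact permutation test over 120 pairings, p = 0.00833 in each), and not in rehydrated camels (mean correlation across genes 0.0454; exact permutation test, p = 0.433). Paired by the numbers in the library names, 4 rehydrated camels had a mean correlation of 0.424 (exact permutation test, p = 0.0417, the smallest that 24 arrangements can give). A candidate explanation is that a label marks different rehydrated camels in the tissues, which would leave results within a tissue from fits without a block as they are.

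For the log2 fold changes in dehydration, 35 of 126 splits of the 10 camels, made alike in both tissues, gave a correlation between the tissues over all tested genes as high as the real one, which differences between camels may therefore give. This does not test the 50 genes called in both tissues, 50 of them in the same direction, and no other split of the cortex libraries gave more than 8 DEGs. Genes called in both comparisons with the same control libraries were as many in 10 of 20 simulated draws without any difference in the cortex, and in 20 of 20 in the medulla, so shared control libraries could account for their number.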
